# Transcriptomic Response Dynamics of Human Primary and Immortalized Adrenocortical Cells to Steroidogenic Stimuli

**DOI:** 10.3390/cells10092376

**Published:** 2021-09-09

**Authors:** Kimberly Wellman, Rui Fu, Amber Baldwin, Juilee Rege, Elisabeth Murphy, William E. Rainey, Neelanjan Mukherjee

**Keywords:** adrenal, steroid hormones, stimulus response, ACTH, angiotensin II

## Abstract

Adrenal steroid hormone production is a dynamic process stimulated by adrenocorticotropic hormone (ACTH) and angiotensin II (AngII). These ligands initialize a rapid and robust gene expression response required for steroidogenesis. Here, we compare the predominant human immortalized cell line model, H295R cell, with primary cultures of adult adrenocortical cells derived from human kidney donors. We performed temporally resolved RNA-seq on primary cells stimulated with either ACTH or AngII at multiple time points. The magnitude of the expression dynamics elicited by ACTH was greater than AngII in primary cells. This is likely due to the larger population of adrenocortical cells that are responsive to ACTH. The dynamics of stimulus-induced expression in H295R cells are mostly recapitulated in primary cells. However, there are some expression responses in primary cells absent in H295R cells. These data are a resource for the endocrine community and will help researchers determine whether H295R is an appropriate model for the specific aspect of steroidogenesis that they are studying.

## 1. Introduction

Steroid hormones signal a coordinated biological response essential to homeostasis. In the adrenal gland, the cortex produces the three major steroid hormone classes, each with distinct roles: the mineralocorticoid aldosterone is the master regulator of blood pressure, the glucocorticoid cortisol is important for the stress response, and androgens determine sex characteristics [1,2]. The production of these bioactive molecules is highly consequential for human health. For example, primary aldosteronism is caused by the overproduction of aldosterone and leads to hypertension [3,4,5]. Likewise, overproduction of cortisol causes Cushing’s syndrome, which leads to severe metabolic disorders [6]. A detailed understanding of the regulation of steroidogenesis is imperative to harness these mechanisms for future treatments. 

Synthesis of steroid hormones is induced by stimuli and its steps are complex. In the simplest terms, free cholesterol is modified by a series of enzymes leading to steroid hormone products that are secreted from the cell. Adrenocorticotropic hormone (ACTH) and angiotensin II (AngII) are key physiological ligands that act on the adrenal cortex to stimulate steroidogenesis [7,8,9]. ACTH binds to the melanocortin 2 receptor (*MC2R*) and results in an activation of adenylyl cyclase and the cAMP-PKA-CREB signal transduction cascade. AngII is the main secretagogue for cells of the *zona glomerulosa* and binds the type I angiotensin II receptor [10]. Activation through this receptor increases intracellular calcium in a G protein-dependent manner and stimulates MAPKs. In cells of the *zona fasciculata*, activation of these pathways results in transcriptional upregulation of pro-steroidogenic genes [2,11,12]. These induced mRNAs encode proteins regulating cholesterol transport and steroid biosynthesis, such as steroidogenic acute regulatory protein (*STAR*), 11β-hydroxylase (*CYP11B1*), and aldosterone synthase (*CYP11B2*).

The predominant research model for studying molecular mechanisms regulating human adrenocortical steroidogenesis is the immortalized H295R cell line. This adrenocortical carcinoma cell line was originally isolated from a human tumor and underwent selection for adherence [13,14,15,16]. The defining characteristic of the H295R line is the production of aldosterone and cortisol in response to steroidogenic stimuli. H295R cells are not representative of a single cortical cell type and are thought to be de-differentiated, thus capable of producing both hormones [16]. Since H295R cells are minimally responsive to ACTH [17], forskolin is used in its place as it bypasses the *MC2R* receptor and activates adenylyl cyclase. There has been some effort to compare this carcinoma cell line to normal adrenal tissue, but the comparisons are largely biochemical [18,19,20,21]. Primary adrenocortical cells cultured from healthy tissue have also been used to study stimuli-induced adrenocortical steroidogenesis [22]. However, these cells are used less frequently because they require access to human tissue, specialized expertise in primary cell culture, and can only be maintained for a limited number of cell divisions. While both primary and H295R cells have been impactful for steroidogenesis research, it is important to directly compare the two to understand the limitations and strengths of each model. 

Much of the work on human steroidogenesis relies heavily on end point measurements of hormone levels [21,23,24]. These assays are informative for detecting differences in hormone levels dependent on an experimental condition. However, steroidogenesis involves interdependent molecular pathways that rely on multiple levels of gene regulation. Previous studies in H295R have delineated the temporal coordination of gene expression in response to AngII crucial for eliciting the appropriate production of aldosterone [25]. Unfortunately, gene expression dynamics in primary cells stimulated with either ACTH or AngII is limited to a handful of genes.

RNA sequencing provides a transcriptome-wide view of which processes are activated and repressed during steroidogenesis. Here, we performed an RNA-seq time series on primary human adrenocortical cells stimulated with ACTH or AngII and also on H295R using forskolin or AngII. We found that the ligand-induced changes in gene expression in adult adrenocortical primary cultures involved many of the same genes and similar timing, but different response magnitudes. While stimulus-induced expression changes in H295R cells were recapitulated by primary cells, there were also expression changes unique to primary cells. We provide a web application allowing investigators to explore their genes of interest (https://raysinensis.shinyapps.io/steroidogenesis/ accessed on 20 August 2021).

## 2. Materials and Methods

### 2.1. Cell Culture

Primary human adrenal cells were isolated and cultured as described previously [26,27]. Briefly, a portion of an individual adrenal gland was minced and dissociated into a single-cell suspension by repeated exposure of the tissue fragments to DMEM/F12 medium containing 1 mg/mL collagenase dispase and 0.25 mg/mL DNaseI (Hoffmann-La Roche Ltd., Basel, Switzerland). Four 1 h cycles of digestion at 37 °C and mechanical dispersion were performed. Cells were collected between each digestion and combined prior to storage at −150 °C in freezing media containing 50% growth medium, 40% CCS (or fetal bovine serum), and 10% DMSO. Thawed cells were plated at a density of 20,000 cells/well (48 well dish) in growth medium and grown to 60% confluence, and then starved in low serum medium for 18 h prior to treatment with either 10 nM AngII or 10 nM ACTH for the indicated time points. Normal adrenals were collected through the Gift of Life Recovery of Cadaver Adrenal Tissue and Plasma for Research/Gift of Life Michigan (GOLM), which allows for the collection of deceased donor adrenals through the existing organ donation program. IRB approval HUM00069665. For this IRB, the Human Subjects Research falls under Exemption 4. The study was conducted according to the guidelines of the Declaration of Helsinki.

H295R cells were cultured in complete media containing DMEM:F12 (Gibco, Grand Island, KY, USA; 11320-033 ) with 10% Hyclone Cosmic Calf Serum (GE Healthcare, USA; SH30087.03) and 1% ITS+ Premix (Corning, Grand Island, NY, USA; 354352). On the first day, 500,000 H295R cells were plated in complete media. On the second day, cells were switched to low sera media (DMEM:F12 with 0.1% Cosmic Calf Serum, 1% ITS). On the third and fourth days, cells were treated with 10 nM AngII or 10 uM forskolin at different times and simultaneous collection on day 4. The full time course experiment was performed in duplicate. 

### 2.2. RNA-Seq Library Construction

Primary adrenal cell RNA was collected using the RNEasy MiniPrep Plus kit (Qiagen, Hilden, Germany; 74104) following the manufacturer’s instructions. PolyA-containing RNA was collected for each sample from approximately 65 ng total RNA input using one round of the Lexogen Poly(A) selection kit V1.5 (Lexogen GmbH, Vienna, Austria; 157.96) following the manufacturer’s instructions, and then used as input in downstream RNA-seq library preparation via the KAPA RNA HyperPrep kit (KAPA Biosystems, Wilmington, NC, USA; KK8541) and dual index adapters (KAPA Biosystems, Wilminton, NC, USA; KK8722). Final libraries were amplified with 15 cycles of PCR. 

H295R cells were collected in TRIzol and RNA was isolated using Zymo Research Direct-Zol Miniprep Plus kit (Zymo Research, Irvine, CA, USA; R2072) following the manufacturer’s instructions with on-column DNase I digestion. An amount of 500 ng total RNA was used as input into ribosomal RNA depletion, followed by RNA-seq library preparation using KAPA Biosystems KAPA RNA HyperPrep kit with RiboErase (KAPA Biosystems, Wilmington, NC, USA; KK8561) and dual index adapters. Final libraries were amplified with 10 cycles of PCR.

Sequencing was performed on the NovaSeq 6000 (Illumina, San Diego, CA, USA) for 2 × 150 bp paired-end (PE) reads at the Genomics Shared Resource at the University Of Colorado Cancer Center (Aurora, CO, USA).

### 2.3. Real Time Quantitative PCR

Validation of RNA-seq was performed on 12 h and 24 h primary culture samples using real-time quantitative PCR. Reverse transcription was performed using 0.1 ng of RNA input for the iScript kit (Bio-Rad, Hercules, CA, USA) and qPCR using iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) on a CFX 384 qPCR instrument (Bio-Rad, Hercules, CA, USA). Analysis of qPCR was performed using the delta-delta Cq method normalizing to the average values of RPS20 and RPS13A within the sample and then time-matched basal media sample.

### 2.4. RNA-Seq Data Analysis

The code used for data analysis is available at https://github.com/mukherjeelab/primary-h295r-comparison (accessed on 26 Augusts 2021). Read mapping and quantification via salmon [28] used settings “-l-A-allowDovetail-validateMappings” and a custom salmon index containing Gencode v26 precursor and mature transcripts and ERCC spike-ins as was used previously [29]. Next, salmon quantification tables were imported into edgeR framework via tximport for differential expression analysis using generalized linear models. Differentially expressed genes were determined at FDR < 0.001 cutoff. For forskolin stimulation of H295R cells, differentially expressed genes were grouped by k-means clustering, with the number of clusters optimized by the elbow method. Quantification of transcript-per-million (TPM) and fold change values are presented in an interactive R shiny data browser, at https://raysinensis.shinyapps.io/steroidogenesis/ (accessed on 20 August 2021). For H295R stimulation, fold change values are calculated by normalizing gene quantification against zero-hour untreated condition. For primary cells, stimulated samples were normalized against basal condition of the corresponding time point. Code for running the data browser locally can be found in the “shiny” subdirectory of the GitHub repository.

### 2.5. Gene Set Enrichment Analysis

For each treatment condition, normalized enrichment scores (NES) were calculated by Gene Set Enrichment Analysis against MSigDB hallmark gene sets or AngII-H295R temporal and amplitude clustering gene sets as reported previously, using R packages clusterProfiler. For visualization in heatmap form via ComplexHeatmap, hallmark gene sets with no significant (*q* ≤ 0.05) enrichment or depletion in any condition were excluded, and remaining gene sets were ordered by fold change compared to basal culture. 

## 3. Results

### 3.1. Expression Responses of Known Steroidogenic Genes in Primary Human Adrenocortical Cells Stimulated with ACTH or AngII

To understand the transcriptome-wide steroidogenic response of human adrenocortical cells, we performed RNA-seq on human adult adrenocortical cells stimulated with either AngII or ACTH (Figure 1A). Primary adult adrenocortical cells were isolated from human adrenal glands removed from kidneys marked for transplant donation [22,30].

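Basal primary cells and cells stimulated with ACTH or AngII for 6, 12 or 48 h gave 9 conditions with 3 replicate cultures each, and 27 libraries in all. All cultures came from a single donor, so the spread between replicates is a spread between cultures. The 3 and 24 h libraries were not used here. The authors made the libraries from poly(A) RNA, sequenced paired-end reads of 150 bases and quantified them with salmon against mature and precursor transcripts of Gencode release 26. The deposited values are the estimated number of reads, the effective length and the TPM of each transcript. Each library held between 22330772 and 48867579 assigned reads, with a median of 24692518 for basal, 36648251 for ACTH and 25392150 for AngII libraries. Between 15590556 and 37978425 reads per library were assigned to mature transcripts, and between 4.12 and 26.3% of all reads to the ribosomal RNA precursor. The reads were amplified without molecular identifiers and are not independent molecules. Reads on mature transcripts were summed by gene and tested with edgeR's quasi-likelihood test, with TMM normalization, an offset for average transcript length and Benjamini-Hochberg adjustment within each contrast. The test covered 16168 genes in a single fit of the 27 libraries and compared each stimulated group with the basal group of the same time. Genes with an adjusted p under 0.001, the threshold the paper uses, were called differentially expressed. Deviations from the group means had a mean r of 0.0220 between libraries with the same replicate number and of -0.0110 between libraries with different numbers. With the replicate number as a block, the common dispersion was 0.0196, against 0.0203 without it. The paper's methods name no pairing, so values are given without the block unless stated.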

We characterized the timing of stimulation-induced gene expression responses by assaying five different post-stimulation time points (3, 6, 12, 24, and 48 h), in triplicate. 

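On log2(TPM + 1) over all expressed genes, the mean Pearson r over the 27 pairs of replicates was 0.990, and pairs ranged from 0.976 to 0.994. These correlations are across genes, which are not independent replicates. AngII at 12 h had the lowest condition mean, 0.981, and the other 8 conditions had means between 0.989 and 0.993. The alternative that moved the mean most was a pseudocount of 0.1, with which it was 0.979.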

All replicates were highly correlated (average R ~0.97, Supplementary Figure S1 and Table S2). To confirm the quality of our data, we curated a list of genes with established roles in aldosterone and cortisol production and examined how they responded to stimulation by ACTH or AngII. Indeed, many of the same steroidogenic transcripts were induced by both ligands (Figure 1B and Supplementary Table S2). 

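All 51 genes drawn in Figure 1B passed the filter on low counts. At 1 or more of the 3 times, 21 of them were called and higher with ACTH and 9 with AngII. Induction by both ligands was called for 8 genes. In the fit blocked by replicate number (r = 0.0220 between the deviations of same-numbered libraries), the count was also 8. It was 3 when only the groups compared were in the fit and 17 with no filter on low counts, the alternative that moved it most. KCNJ5 was called as induced by AngII alone. EGFR, KCNJ5, NR0B1 and SULT2A1 were called as lower with ACTH, and NR0B1, SREBF1 and SULT2A1 as lower with AngII. Reads of CYP11B1, CYP11B2 and CYP21A2 can be shared with near-identical copies, so the calls of these genes are uncertain.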

For example, several genes pertaining to steroid hormone biosynthesis (bottom group) were induced by both ACTH and AngII (heatmap, red). This included *CYP11B1*, which encodes the enzyme responsible for the final step of cortisol synthesis. 

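The bottom group of Figure 1B holds 9 genes of steroid hormone biosynthesis. With ACTH, 7 of them were called as higher, namely CYP11A1, HSD3B2, CYB5B, CYP17A1, CYP21A2, CYP11B1 and CYP11B2. With AngII, CYP21A2 and CYP11B2 were called as higher. SULT2A1 was called as lower with both. Over the 9 genes, the median log2 fold change with ACTH was 0.22 at 6 h, 1.85 at 12 h and 4.78 at 48 h. With AngII, the median was -0.21, 0.15 and 0.43 at the same times. HSD3B2 has the close paralog HSD3B1, and its reads are uncertain for that reason.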

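CYP11B1 (ENSG00000160882, chromosome 8 of GRCh38 from 142872356 to 142879846) had a log2 fold change with ACTH of 0.53 (standard error 0.14, adjusted p = 0.0115) at 6 h, 3.88 (standard error 0.15, adjusted p = 8.83e-16) at 12 h and 6.65 (standard error 0.17, adjusted p = 1.47e-19) at 48 h. With AngII, its log2 fold change was -0.16 (standard error 0.14, adjusted p = 0.835) at 6 h, 0.61 (standard error 0.14, adjusted p = 0.00645) at 12 h and 0.74 (standard error 0.14, adjusted p = 0.00677) at 48 h. AngII therefore did not reach the threshold at any of the 3 times, each with n = 3 per group. When replicate number was a block (r = 0.0220 between the deviations of same-numbered libraries), the ACTH values were 0.53, 3.87 and 6.65 and the AngII values -0.16, 0.61 and 0.75. Over the 16 alternatives, the adjusted p of the AngII change ran from 5.95e-09 to 0.116 at 12 h and from 9.02e-13 to 0.143 at 48 h. The lowest of both came with no filter on low counts, and DESeq2 and the likelihood ratio test also called both times. Between 754 and 95979 reads per library were assigned to CYP11B1, which is near-identical to CYP11B2, so its values are uncertain.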

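CYP11B2 (ENSG00000179142, chromosome 8 of GRCh38 from 142910559 to 142917843) changed with ACTH by a log2 fold change of 0.74 (standard error 0.20, adjusted p = 0.0157) at 6 h, 4.46 (standard error 0.23, adjusted p = 8.68e-14) at 12 h and 4.78 (standard error 0.30, adjusted p = 3.17e-12) at 48 h. With AngII, it changed by -0.21 (standard error 0.21, adjusted p = 0.872) at 6 h, 2.34 (standard error 0.22, adjusted p = 8.03e-08) at 12 h and 4.67 (standard error 0.30, adjusted p = 8.16e-10) at 48 h. After blocking on replicate number (r = 0.0220 between the deviations of same-numbered libraries), the ACTH values were 0.74, 4.47 and 4.78 and the AngII values -0.21, 2.34 and 4.67. DESeq2 and the likelihood ratio test also called the ACTH change at 6 h, whose adjusted p was 3.17e-04 with DESeq2 and ran up to 0.190 over its alternatives. Only 2.41 to 12.9 reads per library were assigned to CYP11B2 in basal cells at 48 h, so the fold changes at that time rest on few reads. Its sequence is near-identical to that of CYP11B1, so its values are uncertain.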

Additionally, there was also induction of *CYP11B2*, which encodes aldosterone synthase which carries out the last step of aldosterone synthesis [30]. 

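The difference between the ligands was tested directly, with ACTH libraries compared with AngII libraries of the same time. CYP11B1 was higher with ACTH by a log2 fold change of 0.69 (standard error 0.14, adjusted p = 0.00121) at 6 h, 3.27 (standard error 0.15, adjusted p = 2.89e-14) at 12 h and 5.91 (standard error 0.17, adjusted p = 5.86e-19) at 48 h. For CYP11B2, the same contrast gave 0.96 (standard error 0.20, adjusted p = 0.00238) at 6 h, 2.12 (standard error 0.19, adjusted p = 8.38e-09) at 12 h and 0.11 (standard error 0.20, adjusted p = 0.748) at 48 h. Fitted with a replicate block (r = 0.0220 between the deviations of same-numbered libraries), it gave 0.69, 3.26 and 5.90 for CYP11B1 and 0.95, 2.13 and 0.11 for CYP11B2. The reads of both genes are uncertain because the copies are near-identical.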

While both ligands induced the expression of *CYP11B1* and *CYP11B2*, *CYP11B1* exhibited preferential induction in response to ACTH compared to AngII. We also identified discordant responses, such as *KCNJ5*, a voltage-gated K+ channel, that was substantially repressed by ACTH stimulation and modestly induced by AngII stimulation. 

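KCNJ5 (ENSG00000120457, chromosome 11 of GRCh38 from 128891356 to 128921035) had a log2 fold change with ACTH of -1.35 (standard error 0.14, adjusted p = 6.46e-08) at 6 h, -3.89 (standard error 0.16, adjusted p = 1.82e-15) at 12 h and -3.20 (standard error 0.17, adjusted p = 1.01e-13) at 48 h. With AngII, it was -0.05 (standard error 0.13, adjusted p = 0.969) at 6 h, 0.94 (standard error 0.13, adjusted p = 3.73e-05) at 12 h and 0.65 (standard error 0.13, adjusted p = 0.0133) at 48 h. The ACTH libraries differed from the AngII libraries by -4.83 (standard error 0.16, adjusted p = 1.92e-16) at 12 h. With the replicate number as a block (r = 0.0220 between the deviations of same-numbered libraries), the ACTH values were -1.35, -3.89 and -3.20 and the AngII values -0.05, 0.94 and 0.64. Over the alternatives, the adjusted p of the AngII change at 48 h ran from 1.37e-05 to 0.341, and DESeq2, the likelihood ratio test and no filter on low counts called it. At 12 h it ran from 1.91e-12 to 0.00581. KCNJ5 had a mean TPM of 11.6 ± 1.05 (SD, n = 3) in basal cells at 12 h, 0.714 ± 0.187 with ACTH and 21.0 ± 1.04 with AngII, from 81.6 to 1688 reads per library in these 3 groups. Genes called with both ligands at the same time and moving in opposite directions were ranked by the smaller of their 2 absolute log2 fold changes. The first 5 were GALM, MIR202HG, WNT4, AKAP7 and TNFRSF11B. At 12 h, MIR202HG had a log2 fold change of 2.20 with ACTH and -1.30 with AngII.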

While the majority of genes induced by AngII were also induced by ACTH, the magnitude of the AngII-induced changes was less than the magnitude of ACTH-induced expression changes (see heatmap scale Figure 1A). 

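The 7 genes of cholesterol biosynthesis and uptake in Figure 1B had a median log2 fold change with ACTH of 1.28 at 6 h, 1.89 at 12 h and 3.22 at 48 h. With AngII, their median was 0.24, 0.63 and 0.22 at the same times. The 7 genes of cholesterol transfer had medians of 0.09, 0.31 and 0.49 with ACTH and of -0.02, -0.01 and -0.06 with AngII. For the 22 genes of signal transduction, the medians lay between 0.03 and 0.05 with ACTH and between 0.02 and 0.10 with AngII. The 4 ion channels reached a median of 0.26 with ACTH and 0.42 with AngII, both at 12 h.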

Altogether, we found that many genes known to be involved in aldosterone and cortisol synthesis were responsive to ACTH and AngII, indicating that our data were of high quality and recapitulated expected behavior.

### 3.2. Transcriptome-Wide Comparison of Expression Response between ACTH and AngII in Primary Adrenocortical Cells

We next focused on characterizing the transcriptome-wide similarities and differences of primary cells stimulated with ACTH or AngII. We performed principal components analysis (PCA) using all expressed genes to compare the differences between treatments. Relative to untreated cells (basal), ACTH-stimulated cells resulted in larger transcriptomic differences than cells stimulated with AngII (Figure 2A).

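The difference between a stimulated library and basal cells was measured as its Euclidean distance from the centroid of the basal libraries of the same time, on log2(TPM + 1) over all expressed genes. The mean distance was 63.0 for the 9 ACTH libraries and 40.8 for the 9 AngII libraries. The difference of 22.2 had p = 0.00075 in a two-sided exact permutation test of ligand labels within times, which has 8000 arrangements. By time, ACTH libraries lay at 60.5 ± 9.14 (SD, n = 3) at 6 h, 61.4 ± 1.30 at 12 h and 67.1 ± 0.827 at 48 h. AngII libraries lay at 37.9 ± 0.505, 50.0 ± 10.2 and 34.5 ± 1.38. Basal libraries lay at 24.9 ± 1.36, 22.4 ± 0.677 and 21.3 ± 1.05 from their own centroid, of which they are part. Measured from the basal library with the same replicate number (r = 0.0220 between the deviations of same-numbered libraries), the difference was 20.5, with the same exact permutation p. The alternatives gave differences between 19.1 and 22.9.

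**Figure D1:**
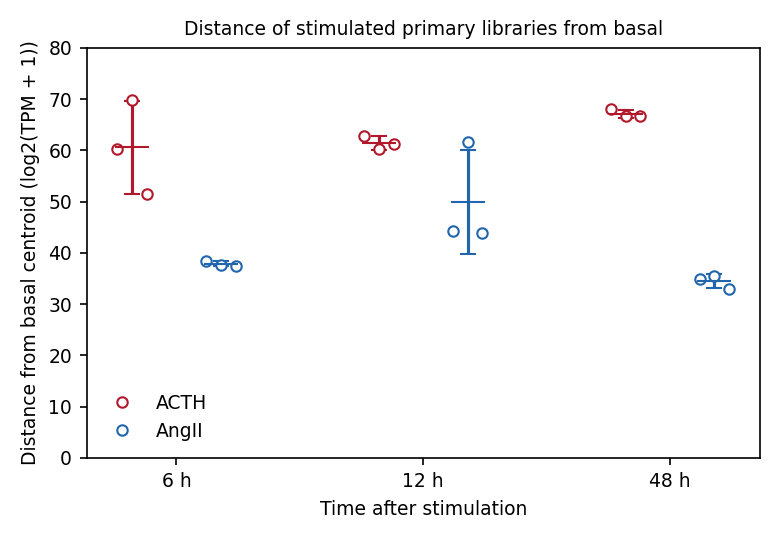
Distance of each ACTH-stimulated (red) and AngII-stimulated (blue) library from the centroid of the 3 basal libraries of the same time, on log2(TPM + 1), with circles for libraries, long horizontal lines for means and error bars for 1 SD. The ACTH libraries at 48 h average 67.1 and the AngII libraries 34.5.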

We then identified genes that exhibited statistically significant differential expression due to stimulation with ACTH or AngII. We found 6170 genes differentially expressed at one or more time points due to ACTH stimulation. However, AngII stimulation resulted in only 896 differentially expressed genes. 

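ACTH changed the expression of 2356 genes at 1 or more of 6, 12 and 48 h, at an adjusted p under 0.001. It raised 452 genes and lowered 214 at 6 h, raised 733 and lowered 470 at 12 h, and raised 917 and lowered 665 at 48 h. In the fit blocked by replicate number (r = 0.0220 between the deviations of same-numbered libraries), the union held 2334 genes, 2260 of them shared with the fit without it. The alternative that moved the count most was an adjusted p under 0.05, with 5817 genes. By the rule set for naming genes, the largest rises at 12 h were those of AL513283.1, C11orf86 and SLC1A2, with log2 fold changes of 11.08, 8.16 and 7.57. The largest falls were those of AVPR1A (-4.67), KCNJ5 and AMHR2 (-3.33).

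**Figure D2:**
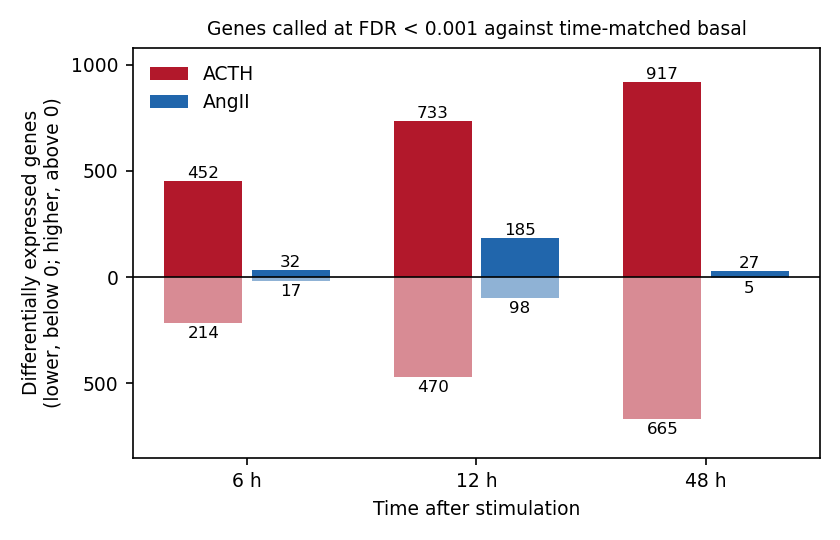
Number of differentially expressed genes (y axis) at each time after stimulation (x axis) with ACTH (red) or AngII (blue), with higher genes above 0 and lower genes in paler bars below 0. ACTH raised 917 genes at 48 h and AngII raised 27.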

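AngII changed 318 genes at 1 or more of the 3 times. It raised 32 genes and lowered 17 at 6 h, raised 185 and lowered 98 at 12 h, and raised 27 and lowered 5 at 48 h. When replicate number was a block (r = 0.0220 between the deviations of same-numbered libraries), the union held 311 genes, of which 293 were shared. The count ran from 27 with only the groups compared in the fit to 1158 at an adjusted p under 0.05. Compared directly, ACTH and AngII libraries differed in 1985 genes, with 391 higher and 164 lower with ACTH at 6 h, 504 and 339 at 12 h, and 946 and 521 at 48 h. The block gave a union of 1985 genes as well, of which 1910 were shared. Among genes that met the rule set for naming genes, the largest rises with AngII at 12 h were those of TMC1 (log2 fold change 6.46), AC069155.1 (4.81) and MC2R. The largest falls by that rule were those of DBP (-2.26), SULT2A1 (-1.96) and AC129507.1 (-1.94).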

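Of the 318 genes changed by AngII, 259 were also changed by ACTH, or 81.4%. Given the sizes of both sets among the genes tested, 46.3 shared genes would fall together by chance if the sets were independent. The observed number was 5.59-fold higher. Both ligands were compared with the same basal libraries, so neither this chance value nor the shared directions below allow for those libraries. At the time of the largest change, 214 of the 259 genes moved in the same direction with both ligands and 45 in opposite directions. Among genes called with both ligands at the same time, 31 of 33 moved the same way at 6 h, 187 of 204 at 12 h and 19 of 21 at 48 h. After blocking on replicate number (r = 0.0220 between the deviations of same-numbered libraries), 258 genes were shared. The number was furthest from the reported one at an adjusted p under 0.05, with 949 genes.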

The vast majority of AngII-regulated genes were also regulated by ACTH (*n* = 797). 

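ACTH alone changed 2097 genes and AngII alone 59, out of 2415 genes changed by either. Fitted with a replicate block (r = 0.0220 between the deviations of same-numbered libraries), these numbers were 2076 and 53. ACTH changed 7.41 times as many genes as AngII. The paper gives the ACTH dose in nM and the sample labels give the same figure in uM. The size of the ACTH dose relative to that of AngII is therefore uncertain. A gene called for a single ligand is not thereby shown to differ between ligands.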

Further, 5373 differentially expressed genes were unique to the ACTH stimulation while only 99 genes were unique to AngII stimulation (Figure 2B). Based on the relatively few genes unique to AngII induction, the overwhelming overlap with the ACTH-regulated genes set, and general weakness of AngII induction from the curated list of genes, we next examined whether the differences between the ACTH and AngII response was qualitative or quantitative. First, we compared the degree of gene expression changes induced by ACTH versus AngII using the union of all differentially expressed genes (*n* = 6269) for corresponding stimulation time points (Figure 2C). 

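Over the 2415 genes, the log2 fold changes with ACTH and AngII had a Pearson r of 0.421 at 6 h, 0.613 at 12 h and 0.357 at 48 h. These correlations are across genes, which are not independent replicates, and both ligands were compared with the same basal libraries. The 2 ligands gave the same sign for 66.0% of the genes at 6 h, 72.4% at 12 h and 60.0% at 48 h. With the replicate number as a block (r = 0.0220 between the deviations of same-numbered libraries), r was 0.421, 0.614 and 0.358. Leaving aside different basal libraries for each ligand, the alternative that moved r most differed by time. It was a single basal reference for all times at 6 h (0.550) and 48 h (0.164). At 12 h it was the use of all tested genes (0.505). On log2 CPM, r was 0.436, 0.599 and 0.342 with the same basal libraries for both ligands and 0.339, 0.562 and 0.275 with different ones. Over all tested genes with different ones, r moved further, to 0.102, 0.274 and 0.0859.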

Apart from the 48 h time point comparison (Supplementary Figure S2), the changes in expression were correlated (R: 0.51–0.63). These results suggested that the expression response of ACTH and AngII stimulation were similar, and the differences could largely be explained by the magnitude of the change in expression rather than different genes changing upon stimulation. 

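Over the same genes, the slope of the AngII change on the ACTH change was 0.196 at 6 h, 0.324 at 12 h and 0.0843 at 48 h. From the correlated changes, the paper proposes that both ligands change similar genes and differ mainly in the size of the change.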

We extended the correlation analysis to compare each time point ACTH stimulation compared to each time point of AngII stimulation and found that the similarity between AngII- and ACTH-induced expression changes were highest for matching time points (Figure 2D, red bars). These data demonstrate that the dynamics of ACTH-induced expression changes were similar to the dynamics of AngII-induced expression changes in primary adrenocortical cells.

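Across all 9 pairs of times, the highest r was that of both ligands at 12 h. ACTH at 6 h had r = 0.458 with AngII at 12 h, above its r with AngII at 6 h, and r = 0.0265 with AngII at 48 h. ACTH at 12 h had r = 0.277 with AngII at 6 h and 0.178 with AngII at 48 h. ACTH at 48 h had r = 0.0640 with AngII at 6 h and 0.335 with AngII at 12 h. In the fit blocked by replicate number (r = 0.0220 between the deviations of same-numbered libraries), the pair of ACTH at 6 h and AngII at 12 h was also at 0.458. These are again correlations across genes. Changes at matching times share basal libraries and changes at different times do not, so these r are not directly comparable. On log2 CPM with different basal libraries, r at matching times was 0.339 at 6 h, 0.562 at 12 h and 0.275 at 48 h. For ACTH at 6 and 48 h, these lay below the r with AngII at 12 h given above. They are another measure, however, with only a part of the basal libraries of a time in each change. The r with AngII at 12 h used all of them, so this does not decide whether matching times correlated best.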

### 3.3. ACTH- and AngII-Regulated Pathways in Primary Adrenocortical Cells

To better understand which gene pathways were up or downregulated in response to ACTH or AngII, we performed Gene Set Enrichment Analysis (GSEA). Specifically, we used the “hallmark gene sets”, which were curated to represent distinct and diverse biological processes [31]. Generally, both ligands upregulated or downregulated the same pathways (Figure 3A). For example, the hallmark set for cholesterol homeostasis was upregulated by both ligands, consistent with previous reports indicating that stimulation promotes cholesterol biosynthesis, cholesterol ester uptake, and cholesterol transport [32,33,34,35]. 

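The hallmark set was not used here. A list of 20 cholesterol synthesis enzymes, fixed before the values were seen, was examined in its place. With ACTH, their median log2 fold change was 0.57 at 6 h, 1.61 at 12 h and 2.97 at 48 h, and 10, 18 and 19 of them were called as higher. With AngII, the median was 0.18, 0.43 and 0.07, and 0, 2 and 0 were called, while adjustment over the list alone called 0, 10 and 0. The 3 AngII medians exceeded those of 100, 100 and 98.93% of 10000 random lists of the same size. The enzyme that changed most with ACTH was HMGCS1 at 6 h (log2 fold change 1.66) and 12 h (2.74) and EBP at 48 h (3.84). With AngII it was MSMO1 at 6 h (0.51), MVD at 12 h (0.90) and SC5D at 48 h (0.33).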

Interestingly, adipogenesis and xenobiotic metabolism were enriched by ACTH stimulation, but not by AngII stimulation. A key gene differentially regulated uniquely by ACTH stimulation was *NPC1*, which is involved in intracellular trafficking of cholesterol [36]. *NPC1* was highly induced by ACTH stimulation in primary cells, while much less responsive to AngII stimulation (Figure 3B). 

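NPC1 (ENSG00000141458, chromosome 18 of GRCh38 from 23506184 to 23586898) had a log2 fold change with ACTH of 1.08 (standard error 0.13, adjusted p = 1.32e-06) at 6 h, 2.17 (standard error 0.13, adjusted p = 3.45e-12) at 12 h and 1.81 (standard error 0.13, adjusted p = 6.99e-11) at 48 h. With AngII, it was 0.21 (standard error 0.13, adjusted p = 0.706) at 6 h, 0.36 (standard error 0.13, adjusted p = 0.112) at 12 h and 0.06 (standard error 0.13, adjusted p = 0.900) at 48 h. ACTH libraries exceeded AngII libraries by 0.87 (standard error 0.13, adjusted p = 3.35e-05) at 6 h, 1.81 (standard error 0.13, adjusted p = 1.47e-10) at 12 h and 1.75 (standard error 0.13, adjusted p = 1.24e-10) at 48 h. When replicate number was a block (r = 0.0220 between the deviations of same-numbered libraries), the ACTH values were 1.09, 2.17 and 1.81 and the AngII values 0.21, 0.36 and 0.06. The AngII values at 6 and 48 h changed sign when 1 replicate was left out. At 12 h, NPC1 had a TPM of 27.7 ± 2.83 (SD, n = 3) in basal cells, 114 ± 17.7 with ACTH and 33.6 ± 3.92 with AngII. Between 1302 and 10911 reads per library were assigned to it.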

To exclude the possibility that these changes were technical artifacts, we performed qRT-PCR validation of *NPC1* for the 12 h and 24 h time points. These results validated that *NPC1* was induced by ACTH, but not AngII (Supplementary Figure S3). Overall, the vast majority of pathways exhibited concordant expression changes for both ACTH and AngII stimulation.

### 3.4. Similarity in Expression Changes and Temporal Response between Primary Adrenocortical Cells and H295R Cells

The H295R cell line, which was derived from an adrenocortical carcinoma [13,14,15,16], is the main cell culture model to study human adrenocortical steroidogenesis. To understand how this immortalized cell line compared to normal adrenocortical cells, we asked how well the changes induced by steroidogenic stimuli were recapitulated in primary cells. We previously performed an RNA-seq time course of H295R cells stimulated with AngII and we established 12 groups of genes exhibiting distinct temporal response profiles [25]. 

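H295R cells were sampled before stimulation (0 h) and 0.25, 0.5, 1, 2, 4, 8 and 24 h after forskolin, with the full course made in duplicate, giving 16 libraries. The authors depleted ribosomal RNA from total RNA, added ERCC spike-ins and deposited the same salmon values as for the primary cells. Replicate 1 held between 17348385 and 25659312 assigned reads per library, with a median of 20178860. Replicate 2 held between 7774988 and 13062440. Reads on precursor transcripts made up 17.0 to 21.4% of replicate 1 and 29.0 to 69.7% of replicate 2. Each of the 7 times was compared with 0 h by the same quasi-likelihood test, in a single fit over 17209 genes. Deviations from the group means had a mean r of 0.446 between libraries with the same replicate number. After blocking on replicate number, the common dispersion fell from 0.148 to 0.0430. The paper's methods state that the full course was made in duplicate, so a replicate number can stand for a run of the course. They name no block for the test, so values are given without it, with those of the block fit beside them. If same-numbered libraries belong to the same run, the fit without the block leaves out that pairing, and the block fit keeps it.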

Likewise, we stimulated H295R cells using forskolin, an activator of adenylyl cyclase, which resulted in five temporal response profiles. The forskolin stimulation time course consisted of only six time points, as opposed to 12, which likely contributed to the fewer distinct response groups. Similar to the analysis of gene sets (see Figure 3), we performed GSEA using the experimentally defined H295R stimulation gene sets to test whether they were up- or downregulated in primary cells stimulated with ACTH or AngII. Indeed, we found that clusters containing genes activated by forskolin and AngII in H295R cells were also upregulated in response to ACTH and AngII, respectively, in primary cells (Figure 4 and Supplementary Figure S4). 

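Forskolin activated 14 genes in H295R cells at an adjusted p under 0.001. In preranked enrichment tests (fgsea) on the primary changes, these genes had a normalized enrichment score (NES) with ACTH of 1.98 at 6 h (adjusted p = 2.46e-04), 1.90 at 12 h (7.37e-04) and 1.57 at 48 h (0.0716). Fitted with a replicate block (r = 0.446 between the deviations of same-numbered libraries), forskolin activated 70 genes, and their NES with ACTH was 2.60 at 6 h, 2.50 at 12 h and 2.30 at 48 h. With the paper's own list of forskolin genes, an alternative chosen after seeing the data, 848 activated genes were tested and the NES was 2.24, 2.27 and 1.94. That list as read here held 1228 genes tested in H295R cells, fewer than the paper reports. Of the 5 k-means clusters of the 14 genes, a single one held the 5 genes needed for a test. Its NES with ACTH was 1.55 at 6 h (adjusted p = 0.0344), 1.48 at 12 h (0.0721) and 1.04 at 48 h (0.453). The AngII gene clusters of H295R cells were not analysed here.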

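In the reported fit, without the replicate block, no gene was called as repressed by forskolin, so no repressed set could be tested there. Also without the block, DESeq2 called 20 lower genes at 8 h, the likelihood ratio test 9 and no filter on low counts 27. With no length offset or with upper quartile normalization, no gene was called as lower at any time. With the replicate number as a block (r = 0.446 between the deviations of same-numbered libraries), 7 repressed genes were called. Their mean log2 fold change reached -1.12 at 8 h and was -0.86 at 24 h. In the primary cells, this set had a NES with ACTH of -1.69 at 6 h (adjusted p = 0.00910), -1.63 at 12 h (0.0151) and -1.24 at 48 h (0.276). From the paper's own list, 342 repressed genes were tested, and their NES with ACTH was -1.28 at 6 h, -1.52 at 12 h and -1.32 at 48 h. With AngII at the same times, the NES was -1.22, 0.67 and 1.24 for the 7 genes. For the 342 genes it was -0.99, -1.34 and 1.31, so at 48 h neither set had a negative NES with AngII. Of these AngII values, only that of the 342 genes at 12 h passed an adjusted p of 0.05 in the enrichment test (0.0155). At 48 h the adjusted p was 0.327 for the 7 genes and 0.136 for the 342.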

Likewise, genes repressed in H295R cell responses were also downregulated in primary cell responses. Interestingly, the early activated H295R gene sets were more enriched in early time points of primary cell response and late activated gene sets were more enriched in the later time points of primary cell response (Figure 4). These results demonstrated that the direction and timing of expression changes induced by steroidogenic stimuli in H295R cells were largely recapitulated in primary adrenocortical cells.

### 3.5. Gene-Level Comparison between Primary and H295R Cell Responses

For ACTH-stimulated (left) and AngII-stimulated (right) cells, we compared differentially expressed gene sets by cell type (Figure 5A and Supplementary Table S3). 

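Forskolin changed 14 genes in H295R cells at 1 or more of 7 times, all of them higher. By time, 1 gene was called at 0.25 h, 1 at 0.5 h, 5 at 1 h, 10 at 2 h, 4 at 4 h, 0 at 8 h and 0 at 24 h. At an unadjusted p under 0.05, 1193 genes differed at 8 h and 735 at 24 h. In the fit blocked by replicate number (r = 0.446 between the deviations of same-numbered libraries), 77 genes were called, which included the 14. That fit lowered 1 gene at 4 h, 6 at 8 h and 1 at 24 h. Without the block, DESeq2 called 49 genes as higher and 20 as lower at 8 h, and 16 and 9 at 24 h. With no filter on low counts, these numbers were 46 and 27 at 8 h, and 20 and 43 at 24 h. Of the alternatives set in advance, no filter on low counts moved the number most, to 187. A likelihood ratio test with the replicate block, chosen after seeing the data, called 331 genes. Of the 14 genes, 13 are in the paper's list of forskolin genes, as are 71 of the 77. The list as read here held 1228 tested genes, fewer than the paper reports.

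**Figure D3:**
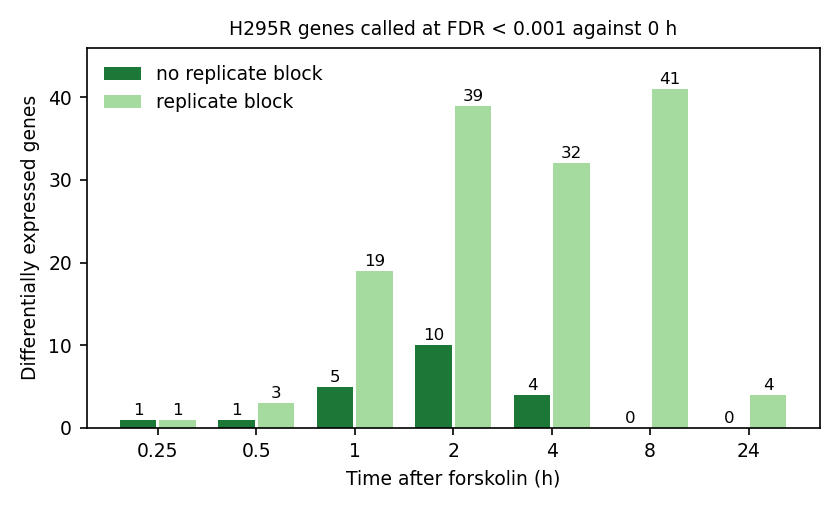
Number of H295R genes that differ from 0 h (y axis) at each time after forskolin (x axis), without (dark green) and with (pale green) the replicate number as a block. At 8 h the counts are 0 and 41.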

Upon ACTH stimulation, 6169 genes changed in expression for primary cells, while forskolin-induced changes in 1279 genes for H295R cells (Figure 5A). 

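Among the 13947 genes tested in both cell types, 8 of the 14 genes changed by forskolin were also changed by ACTH in primary cells, or 57.1%. By chance, 2.11 would be shared, so the observed number was 3.80-fold higher (one-sided Fisher's exact test across genes, p = 3.33e-04). At the time of the largest change, 7 of the 8 moved in the same direction. When replicate number was a block (r = 0.446 between the deviations of same-numbered libraries), 49 of 76 genes were shared, against 11.3 by chance, and 43 moved in the same direction. Of the alternatives set in advance, the one without a filter on low counts moved the overlap most, to 93 genes.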

The vast majority of the forskolin-regulated H295R changes were recapitulated in primary cells stimulated with ACTH (*n* = 816). However, a large set of expression changes (*n* = 5353) were unique to primary cells. In contrast, AngII stimulation of H295R cells (*n* = 2412) resulted in almost three fold more differentially expressed genes than AngII stimulation of primary cells (*n* = 896). This is consistent with our earlier observation that fewer genes were differentially expressed in AngII-stimulated primary cells (Figure 2B). Furthermore, when we compare the AngII-regulated genes to the more robust ACTH response in primary cells, we found the changes were generally concordant (Figure 4-left). 

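ACTH changed 2091 genes in primary cells that were tested in H295R cells and not called there, and 2348 when genes not tested in H295R cells are counted as well. With the replicate number as a block in both fits (r = 0.446 between the deviations of same-numbered libraries), the first number was 2032. A gene not called with forskolin is not thereby shown to respond differently, and the 2 cell types differ in library type and number of replicates. From the sizes of these sets, the paper states that most forskolin-regulated changes of H295R cells recur in ACTH-stimulated primary cells, and that a large further set occurs in primary cells alone.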

We conclude that stimulation-induced changes identified in H295R cells were largely recapitulated in the primary human adrenocortical cells.

In the following section, we examined biologically relevant gene expression responses to ACTH- and AngII-induced expression changes in primary cells, as well as, forskolin and AngII-induced expression changes in H295R cells (Figure 5C, see Supplementary Figure S5 for actual expression levels in transcripts per million (TPM)).

- *STAR* is a key steroidogenic protein that facilitates the transport of cholesterol from the outer mitochondrial membrane to the inner mitochondrial membrane, which is the rate-limiting step of adrenocortical steroidogenesis [37]. 

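STAR (ENSG00000147465, chromosome 8 of GRCh38 from 38143649 to 38151265) had a log2 fold change with ACTH of 0.78 (standard error 0.08, adjusted p = 1.84e-07) at 6 h, 2.47 (standard error 0.09, adjusted p = 1.42e-16) at 12 h and 4.58 (standard error 0.10, adjusted p = 2.92e-21) at 48 h. With AngII, it was -0.25 (standard error 0.08, adjusted p = 0.216) at 6 h, -0.01 (standard error 0.08, adjusted p = 0.965) at 12 h and 0.41 (standard error 0.08, adjusted p = 0.0108) at 48 h. After blocking on replicate number (r = 0.0220 between the deviations of same-numbered libraries), the ACTH values were 0.78, 2.46 and 4.58 and the AngII values -0.25, -0.02 and 0.41, with an adjusted p of 0.00459 for AngII at 48 h. Over the alternatives, the adjusted p of the AngII change at 48 h ran from 1.68e-04 to 0.165. It was called with DESeq2, with no filter on low counts and with a likelihood ratio test with the block, the last chosen after seeing the data. In H295R cells (r = 0.446 between the deviations of same-numbered libraries), forskolin changed STAR by 0.71 (standard error 0.14, adjusted p = 0.0591) at 8 h and 0.73 (standard error 0.14, adjusted p = 0.101) at 24 h, and with the block these adjusted p were 0.00348 and 0.00518. The adjusted p at 24 h ran from 5.19e-07 with DESeq2, which called it, to 1. The AngII change at 12 h changed sign when replicate 2 or 3 was left out.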

*STAR* was significantly induced in each cell type and by both ligand pathways (Figure 5C-top). However, the ~16-fold induction in primary cells upon ACTH treatment was substantially more than ~2-fold induction by forskolin in H295R cells or either primary or H295R cells treated with AngII. 

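At 48 h, STAR was 23.9-fold higher with ACTH and 1.33-fold higher with AngII than in basal cells. In H295R cells, it was 1.64-fold higher after 8 h of forskolin and 1.65-fold higher after 24 h. Its mean TPM with ACTH was 1011 ± 246 (SD, n = 3) at 6 h, 2696 ± 294 at 12 h and 5044 ± 579 at 48 h. The response of H295R cells to AngII was not analysed here.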

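In the 9 basal libraries of primary cells, STAR had a mean TPM of 487 ± 222 (SD), and in H295R cells at 0 h of 158 ± 43.1 (SD, n = 2), a ratio of 3.08. By time, basal primary cells had a mean of 712 at 6 h, 533 ± 25.4 (SD, n = 3) at 12 h and 216 ± 14.1 at 48 h. Between 7717 and 19025 reads per library were assigned to STAR in basal primary cells and between 2332 and 14196 in H295R cells at 0 h. Of the alternatives set in advance, the mean over all libraries of a cell type moved these values most. It was 1286 in primary and 199.9 in H295R cells. The deposited TPM count every sequence of the index, and in H295R libraries 60.1 to 72.4% of TPM fell on small RNA genes. Rescaling to nuclear protein-coding genes was chosen after seeing the data. It gave STAR 609 ± 289 TPM (SD, n = 9) in basal primary and 656 in H295R cells. The direction of the mean reversed, by less than that SD. By time, the rescaled primary mean was 911 at 6 h, 660 at 12 h and 257 at 48 h. Of these, only that at 48 h lay below H295R cells.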

Basal *STAR* expression was ~5-fold higher in primary cultures (~800 TPM) than H295R cells (~150 TPM).
- The P450 cytochrome enzymes are important players in steroid hormone production. Specifically, *CYP11B1* and *CYP11B2* are responsible for the final step of cortisol and aldosterone synthesis, respectively. Both *CYP11B1* and *CYP11B2* were significantly induced by all ligands in primary cells, with *CYP11B1* induction by AngII being the weakest as expected (Figure 5C). 

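CYP11B1 had a mean TPM in basal cells of 113 ± 13.4 (SD, n = 3) at 6 h, 65.9 ± 7.18 at 12 h and 16.7 ± 2.96 at 48 h. With ACTH, it had 135 ± 33.3, 889 ± 137 and 1636 ± 141 at these times, and with AngII 96.2 ± 13.9, 95.2 ± 13.9 and 28.4 ± 2.99. CYP11B2 had a mean TPM in basal cells of 3.58 ± 0.325, 1.15 ± 0.281 and 0.115 ± 0.0965. With ACTH, it had 4.89 ± 0.631, 23.2 ± 4.09 and 3.05 ± 0.0696, and with AngII 2.94 ± 0.167, 5.50 ± 0.876 and 2.94 ± 0.377. Both genes fell in basal cells between 6 and 48 h, CYP11B1 by a log2 fold change of -2.62 and CYP11B2 by -4.83. The copies are near-identical, so the division of reads between them is uncertain.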

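After 24 h of forskolin, CYP11B2 in H295R cells had a log2 fold change of 1.08 (standard error 0.68, adjusted p = 1), a 2.12-fold rise. At 8 h its log2 fold change was 0.77 (standard error 0.68, adjusted p = 0.930). The adjusted p at 24 h ran from 0.129 to 1 over the alternatives, and with the replicate number as a block (r = 0.446 between the deviations of same-numbered libraries) the log2 fold change was 1.06. Its mean TPM was 3.49 ± 2.02 (SD, n = 2) at 0 h and 6.62 ± 1.25 at 24 h, from 114 to 426 and 609.6 to 730.1 reads per library. CYP11B1 rose 8.53-fold over 24 h of forskolin, with a log2 fold change of 3.09 (standard error 0.45, adjusted p = 0.0363), or 3.12 with the block. Its adjusted p ran from 1.27e-07 to 0.972, and it was called with DESeq2 and the likelihood ratio test. CYP11B2 at 48 h was 27.4-fold higher than basal with ACTH and 25.4-fold higher with AngII in primary cells. Both genes are uncertain, as near-identical copies.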

The largest outlier was the very modest ~2-fold induction of *CYP11B2* by forskolin in H295R cells; all other combinations of ligands and cells resulted in at least 60-fold induction of *CYP11B2*. The induction of CYP11B2 by ACTH and AngII in primary cells was validated using qRT-PCR (Supplementary Figure S3).
- *MC2R* and *MRAP* are both critical components of receptor-mediated signaling by ACTH [38]. These genes are both expressed at low levels in H295R cells (avg TPM of 5, 2, respectively) and have much higher expression in primary cells (avg TPM of 40, 60, respectively). This is consistent with the insensitivity of H295R cells to ACTH. 

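MC2R (ENSG00000185231, chromosome 18 of GRCh38 from 13882044 to 13915707) had a mean TPM of 4.48 ± 2.54 (SD, n = 9) in basal primary cells and 2.19 ± 0.802 (SD, n = 2) in H295R cells at 0 h. MRAP (ENSG00000170262, chromosome 21 of GRCh38 from 32291813 to 32314784) had 36.5 ± 18.7 and 0.387 ± 0.547. Over all libraries of a cell type, the means were 39.1 and 2.96 for MC2R and 94.9 and 0.728 for MRAP. Between 103 and 366 reads per library were assigned to MC2R in the basal primary libraries and between 81.0 and 323 in H295R cells at 0 h. For MRAP, the reads ran from 166 to 556 and from 0 to 39.0. Rescaling to nuclear protein-coding genes was an alternative chosen after seeing the data. MC2R then had 5.62 ± 3.37 TPM (SD, n = 9) in basal primary and 8.95 in H295R cells. The direction of its mean reversed. By time, its basal primary mean was 10.0 at 6 h, above H295R cells, and 3.69 at 12 h and 3.15 at 48 h, below them. Rescaled MRAP had 45.7 in basal primary and 2.03 in H295R cells.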

Regardless, we did indeed detect statistically significant changes in gene expression for *MC2R* for primary cells stimulated with ACTH or AngII as described previously [39]. 

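With ACTH, MC2R had a log2 fold change of 1.72 (standard error 0.18, adjusted p = 1.29e-07) at 6 h, 5.34 (standard error 0.21, adjusted p = 8.72e-16) at 12 h and 5.65 (standard error 0.21, adjusted p = 6.76e-17) at 48 h. With AngII, it had 1.67 (standard error 0.18, adjusted p = 3.58e-06) at 6 h, 4.17 (standard error 0.20, adjusted p = 5.95e-13) at 12 h and 0.60 (standard error 0.19, adjusted p = 0.176) at 48 h. Fitted with a replicate block (r = 0.0220 between the deviations of same-numbered libraries), the ACTH values were 1.70, 5.34 and 5.66 and the AngII values 1.66, 4.16 and 0.61. The AngII change at 48 h was called with no filter on low counts (adjusted p = 9.97e-05, range over the alternatives up to 0.647). MRAP changed with ACTH by 0.44 (standard error 0.12, adjusted p = 0.0169) at 6 h, 2.25 (standard error 0.12, adjusted p = 2.72e-13) at 12 h and 4.78 (standard error 0.14, adjusted p = 4.78e-19) at 48 h. With AngII, it changed by -0.09 (standard error 0.12, adjusted p = 0.927) at 6 h, 0.90 (standard error 0.12, adjusted p = 1.42e-05) at 12 h and 0.94 (standard error 0.13, adjusted p = 1.60e-04) at 48 h, and with the block the AngII values were -0.09, 0.91 and 0.93.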

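In H295R cells, MC2R changed with forskolin by a log2 fold change of 1.04 (standard error 0.35, adjusted p = 0.442) at 8 h and 0.88 (standard error 0.35, adjusted p = 1) at 24 h, which are 2.05-fold and 1.84-fold rises. With the replicate number as a block (r = 0.446 between the deviations of same-numbered libraries), these log2 fold changes were 1.05 and 0.89, with adjusted p of 0.0724 and 0.205. MRAP had -0.30 (standard error 1.07, adjusted p = 1) at 24 h. Between 7.41 and 9.00 reads per library were assigned to MRAP at 24 h, so its fold change rests on few reads.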

Similar to *CYP11B2*, forskolin stimulation of H295R cells resulted in only a modest increase in *MC2R*, which was at least 16-fold induced in all other cell type ligand combinations.
- *NR5A1*, also known as *SF-1*, is a transcriptional activator for several P450 cytochrome enzymes and *STAR* [40]. This key regulator showed significant induction for the ACTH treated primary cells (~4-fold) only very modest induction in AngII treated primary cells (~1.9-fold). However, there were no significant changes in *NR5A1* mRNA levels in H295R cells, even though the basal expression level of *NR5A1* is similar in both primary and H295R cells (~25 TPM).
- *KCNJ5* encodes an inward rectifying K+ channel crucial for the influx of Ca+ that precedes the PKC signal transduction pathway and transcriptional upregulation of pro-steroidogenic genes [41]. 

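NR5A1 (ENSG00000136931, chromosome 9 of GRCh38 from 124481236 to 124507430) had a log2 fold change with ACTH of 1.08 (standard error 0.14, adjusted p = 2.54e-06) at 6 h, 2.27 (standard error 0.14, adjusted p = 3.72e-12) at 12 h and 1.83 (standard error 0.14, adjusted p = 1.39e-10) at 48 h. With AngII, it was -0.38 (standard error 0.14, adjusted p = 0.286) at 6 h, 1.00 (standard error 0.14, adjusted p = 2.03e-05) at 12 h and -0.20 (standard error 0.14, adjusted p = 0.583) at 48 h. In the fit blocked by replicate number (r = 0.0220 between the deviations of same-numbered libraries), the ACTH values were 1.09, 2.27 and 1.83 and the AngII values -0.38, 1.00 and -0.20. Between 675 and 7813 reads per library were assigned to NR5A1 in primary cells.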

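With forskolin, NR5A1 in H295R cells had a log2 fold change of 0.06 (standard error 0.41, adjusted p = 1) at 8 h and 0.12 (standard error 0.41, adjusted p = 1) at 24 h. When replicate number was a block (r = 0.446 between the deviations of same-numbered libraries), these values were 0.11 and 0.21. Its mean TPM was 23.2 ± 3.98 (SD, n = 9) in basal primary cells and 19.6 ± 2.43 (SD, n = 2) in H295R cells at 0 h, a difference smaller than the SD of the primary libraries. Rescaled to nuclear protein-coding genes, chosen after seeing the data, it was 28.8 in basal primary and 86.5 in H295R cells, and the direction reversed.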

Both ACTH and AngII also lead to differential expression of *KCNJ5* in primary cells, but not in H295R cells. However, *KCNJ5* exhibited a discordant response in primary cells between ACTH and AngII stimulation. 

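With forskolin, KCNJ5 in H295R cells had a log2 fold change of 0.30 (standard error 0.38, adjusted p = 0.959) at 8 h and 0.34 (standard error 0.38, adjusted p = 1) at 24 h. After blocking on replicate number (r = 0.446 between the deviations of same-numbered libraries), these values were 0.33 and 0.39, with adjusted p of 0.395 and 0.420. No alternative called it at 24 h. Its mean TPM was 18.9 ± 0.690 (SD, n = 2) at 0 h and 24.3 ± 4.61 at 24 h, from 538 to 5400.4 and 2061 to 4513 reads per library.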

While we were not surprised to see *KCNJ5* induction upon AngII stimulation in primary cells because it is predominantly expressed in *glomerulosa* cells, we were surprised to see this gene repressed upon ACTH stimulation in the same cell type. The repression of *KCNJ5* by ACTH, but not AngII in primar cells was validated using qRT-PCR (Supplementary Figure S3)

Together, these data demonstrate that expression changes induced in H295R cells by steroidogenic stimuli were also induced in primary human adrenocortical cells. However, there are expression changes induced in primary adrenocortical cells, particularly for ACTH stimulation, that are not recapitulated in H295R cells.

## 4. Discussion

One of the goals of this study was to identify similarities and differences in gene expression responses for ACTH and AngII stimulation in primary human adrenocortical cells. We found that the ligand-induced changes in gene expression largely involved the same genes and similar kinetics. However, the magnitude of expression responses was substantially larger for primary cells stimulated with ACTH compared to AngII. This raises the question of whether the difference in magnitude is because the following possibilities: (1) the difference in concentrations of ACTH and AngII, (2) ACTH is more stable than AngII and results in repeated or longer duration of stimulation, (3) the fraction of cells from each zone in the pool of primary cells, and relatedly, (4) the fraction of aldosterone-producing cells in the population. AT1 receptors that recognize AngII have much higher expression in *zona glomerulosa* cells compared to *zona fasciculata* or *reticularis* [42]. Furthermore, only a subset of adult *zona glomerulosa* cells, often clustered together, appear to produce aldosterone based on positive staining for *CYP11B2* [43]. Indeed, the *ACTH* receptor *MC2R* and its required accessory *MRAP* are expressed in both the zona glomerulosa and zona fasciculata of humans and rats [44,45,46]. Acute ACTH stimulation is known to increase aldosterone synthesis initially and then synthesis decreases after a few days [46]. Therefore, the stronger magnitude of the ACTH response in the mixed population of primary cells may be caused by a higher percentage of cells stimulated by ACTH than by AngII. Experiments that either resolve or minimize cellular heterogeneity, such as single-cell approaches and/or purified populations of zone-specific cells, will be crucial to distinguish between the aforementioned possibilities.

ACTH and AngII stimulation of primary cells caused similar expression responses for most genes with respect to timing and direction. Nevertheless, we identified steroidogenesis associated genes with discordant responses as well. *NPC1* is found on the membranes of endosomes and lysosomes, and transports cholesterol to the mitochondria. This pathway utilizes lipids bound to the plasma membrane to contribute to the free pool of cholesterol. *NPC1* is not necessary for steroidogenesis because the cell can also synthesize its own cholesterol under control of ACTH [35]. We observed that ACTH stimulation led to much greater induction of *NPC1* than AngII stimulation. Therefore, depending on the specific response to stimulation, pools of cholesterol may be derived from different sources in the cell in a ligand-dependent manner. *KCNJ5* encodes the potassium channel *GIRK4*, which is a G protein-coupled inwardly rectifying potassium channel predominantly expressed in the *zona glomerulosa* [47,48]. Accumulation of K^+^ can facilitate depolarization and influx of Ca^+^ and downstream signal transduction. Many aldosterone-producing adenomas (APA) have mutations in *KCNJ5* that cause primary aldosteronism and make cells hyperresponsive to ACTH [12,49]. We observed that in response to ACTH primary cells dramatically downregulate *KCNJ5*, which may limit the extent of subsequent stimulation. It will be interesting to determine whether this potential mechanism is lost in *KCNJ5* mutant APAs. A major caveat is that we only measure RNA levels and are blind to both translational and post-translational regulation. Indeed, comparing transcriptomic changes to proteomic changes upon Ang II stimulation [50] would provide a starting point for evaluating translational and post-translational contributions. Nevertheless, these two examples highlight potentially important differences between ACTH and AngII stimulation and the types of hypotheses that can now be generated using these data. 

The steroidogenic response to stimulation may be more comparable across cell types and ligands with additional dose optimization. We used 10 nM AngII, 10 nM ACTH, and 10 μM forskolin, which are typical dosages for the treatment of human adrenocortical cells. However, in the adrenal tissue of organisms, the amount of ligand varies substantially by circadian and ultradian rhythms [51]. Additionally, the responsiveness of any given carcinoma cell depends on culture conditions [23]. Comparison across studies and optimization of ligand dosage is additionally complicated in treatment of primary cells given the variability in the fraction of cells expressing relevant receptor and required components. Additionally, forskolin treatment of H295R cells resulted in relatively modest induction of several steroidogenic genes compared to primary cultures stimulated with ACTH. It is unclear whether this is caused by differences between ACTH versus forskolin signaling, or inherent differences between primary cells and H295R cells. These differences may include the low expression of *MC2R-MRAP* and the activating mutation in *CTNNB1* found in this cell line. Additional experiments comparing forskolin and ACTH in primary cells and H295RA variant cell line, which expresses *MRAP* [17], would be informative.

Another goal of this study was to evaluate the immortalized H295R adrenocortical carcinoma cell line as a model for normal steroidogenesis with respect to gene expression responses. Since the primary cells and H295R cells utilized different library preparation, we focused our analysis on fold change and differential expression comparisons within the samples to minimize potential bias. Nevertheless, caution should be exercised when interpreting non-polyadenylated RNAs that will not be represented in the poly(A) selected primary cell samples. Most of the stimuli-induced changes in H295R also occurred in primary adrenocortical cells. This was particularly true of the H295R AngII stimulation response, which exhibited striking similarity in direction and timing with both ACTH and AngII stimulation response in primary cells. Perhaps not surprisingly, these data show that AngII stimulation of H295R cells is more physiologically relevant than stimulation of H295R cells with forskolin. However, we also identified many genes exhibiting ACTH-induced changes in primary cells that were either unchanged or modestly regulated in H295R cells. *NR5A1* is a transcription factor for several P450 cytochrome enzymes and *STAR*, making it a key player in the transcriptional activation necessary for timely production of hormones. Indeed, some of these differences could be due to induction of *NR5A1* in primary cells but not H295R cells. Another caveat to this study is the use of primary adrenocortical cells from a single donor. Although primary cell cultures are a valuable tool in this field, there is limited access to fresh donor adrenal tissue and not all primary cells isolated from individual donors pass the rigorous screening process [21,22,30]. As such, we cannot account for variability in expression response between individuals and do not know whether the expression responses observed in these primary cells occur in all healthy adult adrenals. Nevertheless, these data indicate that while AngII-induced changes in H295R are physiologically relevant, they do not capture all the potential physiologically relevant changes in primary cell cultures. Thus, H295R cells are a faithful yet somewhat incomplete model for AngII-mediated aldosterone synthesis. Investigators can easily evaluate whether H295R is an appropriate model for a particular gene of interest using this webtool (https://raysinensis.shinyapps.io/steroidogenesis/ accessed on 20 August 2021) to explore the data.

While primary adrenocortical cell cultures address some of the gaps in physiology lost in the H295R system, it too may provide an incomplete picture of steroidogenesis. The organization of the cortical zones and their corresponding expression profiles rely heavily on paracrine signaling [52,53,54]. However, we prepared primary cells as a suspension culture. Therefore, we lost information about the transcriptome spatially and we also removed the physiologically relevant environment created by neighboring cells. This bulk analysis may miss intricate and important pathways where paracrine interactions are called into play.

## Figures and Tables

**Figure 1:**
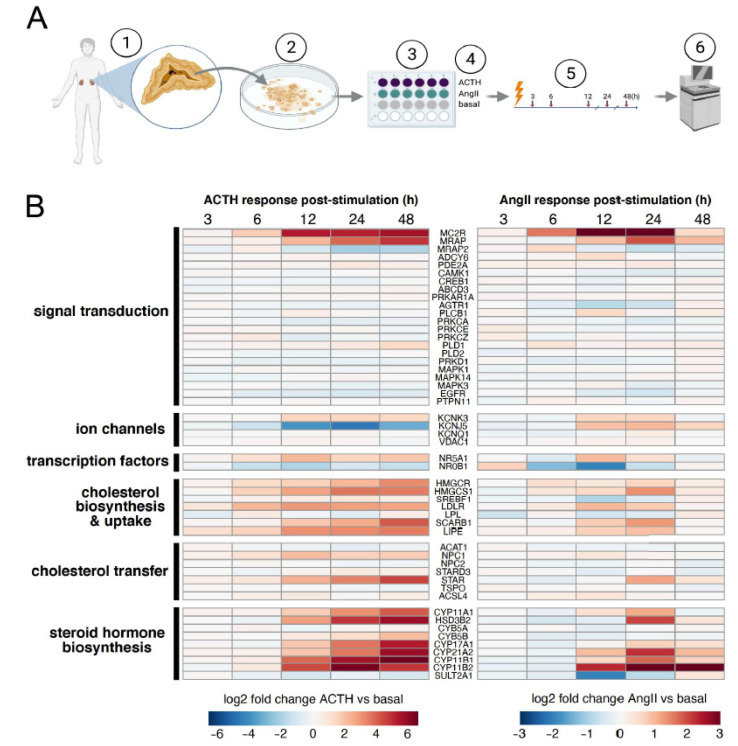
Steroidogenic expression responses of primary human adrenocortical cells to adrenocorticotropic hormone (ACTH) or angiotensin II (AngII). (**A**) Primary cell culture schema: (1) Adrenal gland was coincidentally removed from a deceased human kidney donor. (2) Cortical cells were isolated, dissociated and then (3) plated in triplicate and allowed to reach confluence before being (4) stimulated with ACTH (purple), AngII (green), or left untreated for basal (gray). (5) RNA was purified from cells stimulated for 3, 6, 12, 24, and 48 h. (6) RNA sequencing libraries were prepared after poly(A) selection. (**B**) Comparison of normalized responses for ACTH (left) and AngII (right). Heatmap of log_2_ fold changes in RNA expression between stimulated and unstimulated cells. Red denotes increased expression while blue shows decreased expression. Genes are categorized by pathway.

**Figure 2:**
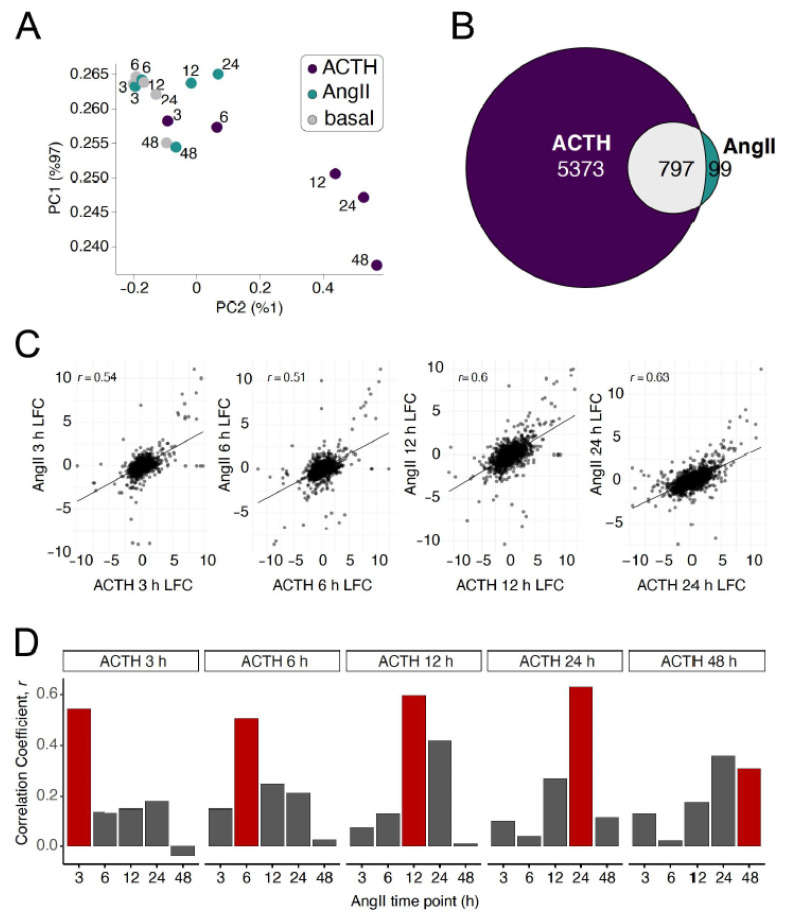
Comparison of transcriptome-wide expression response between ACTH and Ang II in primary adrenocortical cells (**A**) Principal components (PC) analysis of all stimulation treatments and time points mean expression of replicates for all expressed genes. Points are colored by stimulation treatment; ACTH (purple), AngII (green), or left untreated for basal (gray). (**B**) Euler diagram of the genes that were differentially expressed at any time point in response to ACTH (purple) compared to AngII (green) and their intersection (gray). (**C**) Scatterplot of expression changes induced by ACTH (X axis) or AngII (Y axis) for matching time points. (**D**) Barplot showing the correlation of gene expression changes induced by AngII and ACTH by each time point. The red bars denote the matched time point for either stimulation treatment.

**Figure 3:**
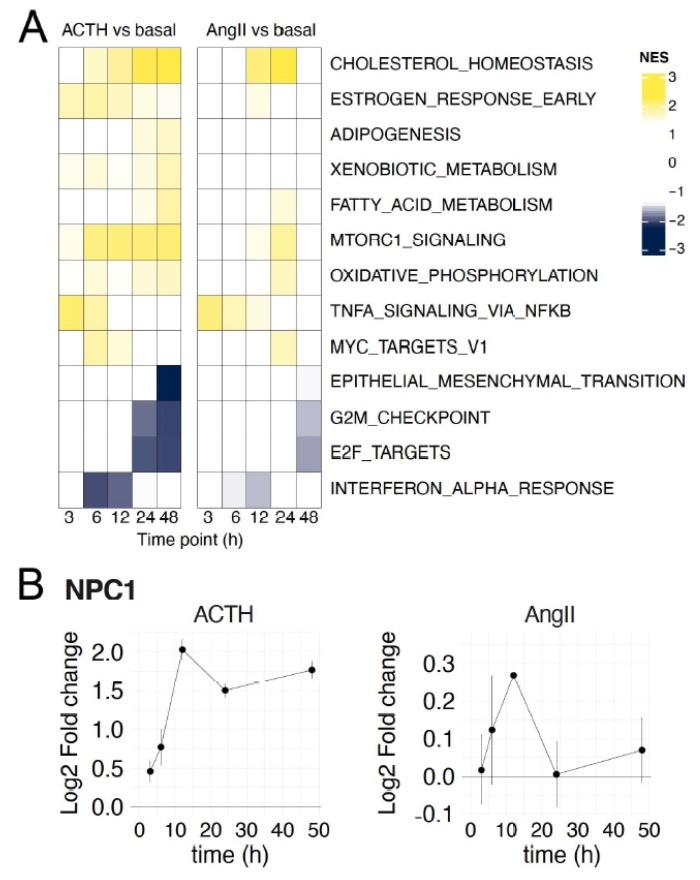
Comparison of ACTH- and AngII-induced gene expression hallmarks in primary cells. (**A**) For each treatment condition, normalized enrichment scores (NES) were calculated by Gene Set Enrichment Analysis against Molecular Signatures Database (MSigDB) hallmark gene sets, ordering genes by fold change compared to basal culture. Yellow denotes increased enrichment while blue shows depletion. Hallmark gene sets with no significant (*q* ≤ 0.05) enrichment or depletion in any condition were excluded from the plot. (**B**) Line plot of log_2_ fold change in expression of *NPC1* upon treatment with ACTH (left) and AngII (right). Error bars are standard deviation.

**Figure 4:**
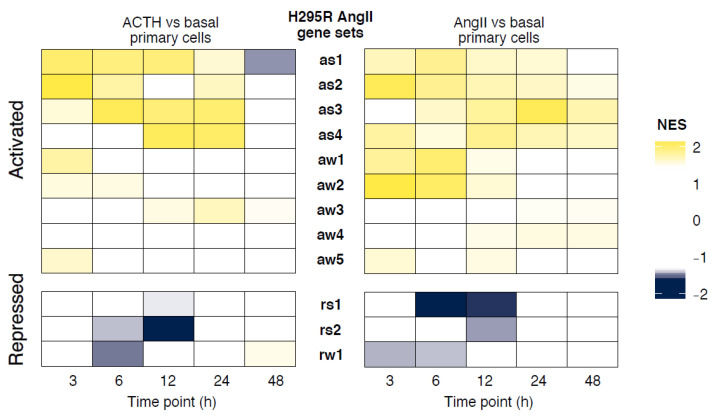
Projection of AngII-induced H295R differential expression gene clusters onto ACTH- and AngII-induced primary cell expression changes. For each primary cell treatment time point (ACTH left, AngII right), normalized enrichment scores (NES) were calculated by Gene Set Enrichment Analysis against AngII-H295R gene sets determined by temporal and amplitude clustering as reported previously, ordering genes by fold change compared to basal culture. Yellow denotes enrichment while blue shows depletion. H295R AngII gene sets were named by their profile for: direction-activation (a) or repression (r), magnitude-strong (s) or weak (w), and timing-numbered from early to late peak response (1 earliest to peak).

**Figure 5:**
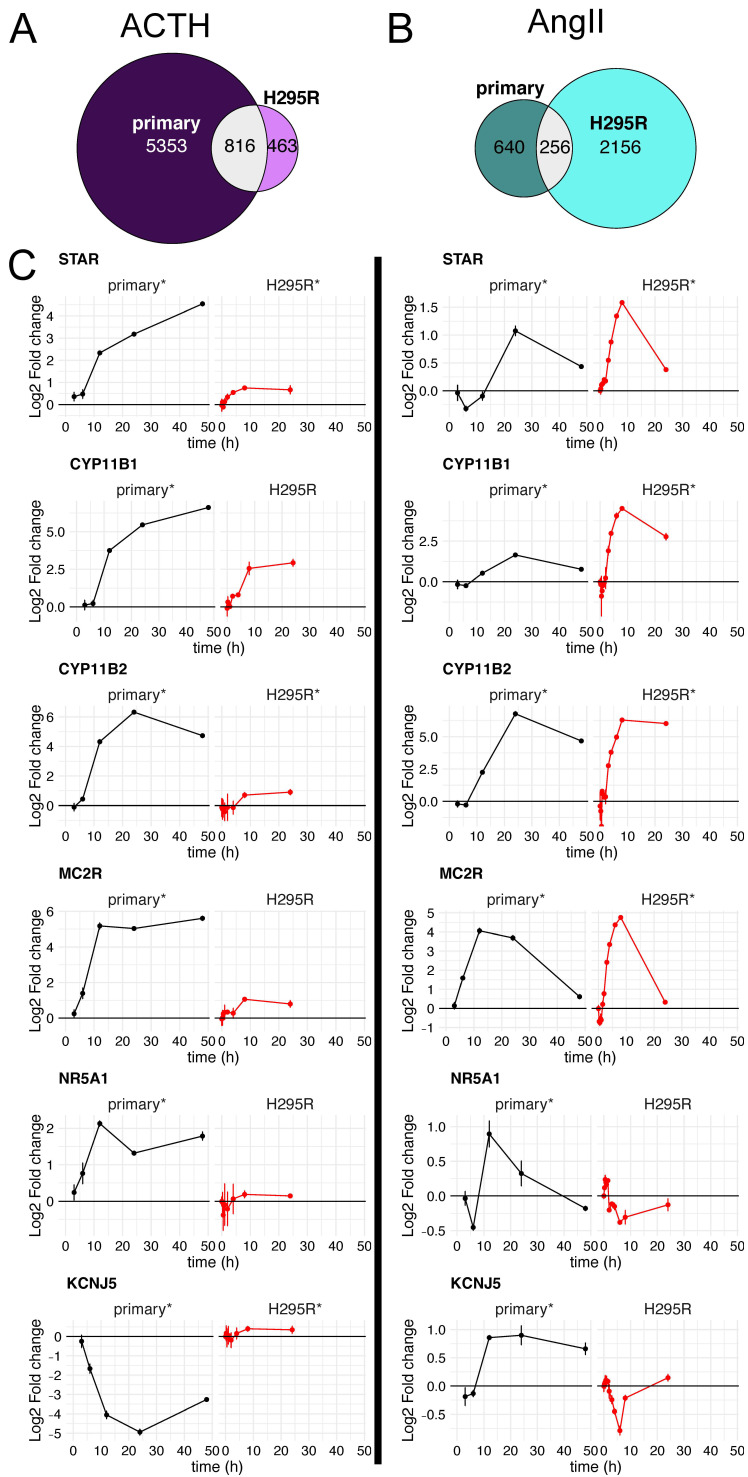
Comparison of stimulus-induced expression changes between primary adrenocortical cells and H295R cells. (**A**) Euler diagram of differentially expressed genes in primary cells stimulated with ACTH (dark purple) as compared to differentially expressed genes in H295R cells stimulated with forskolin (light purple) and their intersection (gray). (**B**) Euler diagram of differentially expressed genes in primary cells stimulated with AngII (dark green) as compared to differentially expressed genes in H295R cells stimulated with AngII (light green) and their intersection (gray). (**C**) Line plot of log_2_ fold change in expression upon treatment with ACTH or forskolin (left) and AngII (right). For primary cells, log_2_ fold changes were calculated versus basal media at matching times, whereas for H295R cells, log_2_ fold changes were calculated versus unstimulated cells. Black lines represent log_2_ fold changes of primary cells and red lines represent log2 fold changes of H295R cells. Error bars are standard error. An asterisk by primary or H295R indicates whether the gene exhibited statistically significant differential expression (see methods for details).

## Data Availability

RNA-sequencing data can be accessed at the sequence read archive using accession: GSE181158.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10092376/s1, Figure S1: Correlation across primary cell RNA-seq replicates; Figure S2: Comparison of expression changes induced by ACTH and AngII; Figure S3: qRT-PCR validation of gene expression changes detected by RNA-seq; Figure S4: Projection of forskolin-induced H295R differential expression gene clusters onto ACTH- and AngII-induced primary cell expression changes; Figure S5: Comparison of expression responses between primary adrenocortical cells and H295R cells by transcripts per million; Table S1: Stimulus-induced fold changes primary and H295R experiments; Table S2: Expression levels of all genes in all samples in transcripts per million; Table S3: List of differentially expressed genes in primary vs. H295R cells by stimulation.

How the deposited data were processed for this re-analysis (not part of the article)

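RNA-seq libraries from 2 kinds of adrenocortical cells were analysed. Primary cells of a single donor gave 27 libraries, with 3 replicate cultures of basal, ACTH-stimulated and AngII-stimulated cells at 6, 12 and 48 h. H295R cells, an adrenocortical carcinoma line, gave 16 libraries, with 2 replicates at 0 h and at 7 times after forskolin. The primary libraries at 3 and 24 h and the AngII-stimulated H295R libraries were not analysed here. The ACTH dose is in nM in the paper and in uM in the sample labels, and this was not resolved.

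The authors sequenced paired-end reads of 150 bases and quantified them with salmon on an index of Gencode release 26 that holds mature transcripts, precursor transcripts, 92 ERCC spike-ins and a ribosomal RNA precursor. The authors deposited, for each of 233839 sequences, the estimated number of reads (expected counts), without normalization. The deposited TPM (transcript shares scaled to a fixed sum) are taken over every sequence of the index, with spike-ins, precursors and ribosomal RNA included. The deposited effective lengths are in bases, as computed by salmon. Primary libraries were made by the authors from poly(A) RNA and H295R libraries from ribosomal RNA-depleted total RNA. Gene names and coordinates came from Gencode release 29 on GRCh38, matched by identifiers without version, which paired 198294 of 198586 mature transcripts (99.853%) with 57627 genes.

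Assigned reads per library ran from 22330772 to 48867579 in primary cells (median 26069931) and from 7774988 to 25659312 in H295R cells (median 15205412). Reads assigned to mature transcripts ran from 15590556 to 37978425 and from 2312183 to 20813954. No primary library held spike-in reads, so spike-in normalization was applied to H295R cells alone. The reads carry no molecular identifiers, so standard errors rest on the spread between replicates and not on the number of reads.

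Reads of mature transcripts were summed by gene, rounded and analysed in R 4.3.3 with edgeR 4.0.16, with the average transcript length as offset, TMM normalization and the filterByExpr filter. Group means were fitted without a block, all primary libraries in one fit (16168 genes) and all H295R libraries in another (17209 genes). Quasi-likelihood tests compared ACTH and AngII with basal cells of the same time, ACTH with AngII, basal cells at 48 h with those at 6 h, and forskolin with 0 h. P-values were adjusted by Benjamini-Hochberg within each contrast, and genes with an adjusted p under 0.001 were called. The standard error of a log2 fold change is its size divided by the square root of the test's F. Counts of differentially expressed genes are unions over times. Enrichment used fgsea 1.28.0 on genes ranked by log2 fold change, for sets of at least 5 genes and for 5 k-means clusters. Distances and replicate correlations used a pseudocount of 1 on TPM. Random lists for comparison numbered 10000. Further tools were DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

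The pairing of libraries comes from the replicate numbers in the sample labels. The labels do not say what same-numbered cultures share. For H295R cells, the paper's methods state that the full course was made in duplicate, so same-numbered libraries may belong to the same run. Deviations from the group means of same-numbered libraries correlated at 0.0220 in primary and 0.446 in H295R cells, and a fit with the replicate number as a block is given beside the results.

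The design, the tests, the threshold, the gene lists and most alternatives were set before the data were examined. These alternatives covered the normalization, the filter on low counts, the length offset, the kind of test, the threshold, precursor reads, the replicate block, the groups in the fit and leaving out each replicate. Alternatives chosen after seeing the data were a likelihood ratio test with the block, nuclear protein-coding genes only, a correction for GC content and length, TPM rescaled to nuclear protein-coding genes and the paper's own list of forskolin genes. Named genes were those named in the paper's results, those drawn in Figure 1B, and by rule the 3 genes with the largest rise and fall for ACTH and AngII at 12 h and forskolin at 24 h. The rule required a call, TPM that did not overlap between groups and a mean TPM of at least 5 in one group, and it added up to 5 genes that moved in opposite directions with the 2 ligands. With 3 libraries against 3, 10% of genes would not overlap by chance. No gene met the rule for forskolin.

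The analysis was tested on simulated data with the design and depth of the deposited libraries. Noise was drawn separately for each library, without a difference between replicate series, and changed genes were not taken from the lowest counts. In the primary design, 89.5% of 200 changed genes were called, with 98.1% of those changed 4-fold and 0 unchanged genes. In the H295R design, 31.0% were called, with 64.2% of those changed 4-fold and 0 unchanged genes. Hallmark gene sets and the gene clusters of AngII-stimulated H295R cells were not used here. The names of the genes of Figure 1B induced by both ligands are not reported here.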

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

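The test of reads shared between CYP11B1 and CYP11B2 and the comparison of precursor with mature changes in named genes were chosen only after the result was seen.

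The change with AngII differed between 12 and 48 h in 98 genes, by a test of the interaction in the primary fit at an adjusted p under 0.001, and in 99 genes with the replicate number as a block (r = 0.0220 between same-numbered libraries). Of the 98, AngII was called at 12 h for 94 and at 48 h for 1. Among the genes the paper names, MC2R had a larger change at 12 h by a log2 difference of 3.56 (adjusted p = 1.03e-08) and NR5A1 by 1.20 (4.25e-04, or 8.99e-04 with the block). CYP11B2 had a smaller change at 12 h than at 48 h, by -2.33 (9.27e-04), which with the block had an adjusted p of 0.00146 and so did not pass. At 12 h, each of the 3 AngII libraries had a higher TPM of these 3 genes than each basal library, and at 48 h this was so for MC2R and CYP11B2, while for NR5A1 each AngII library was lower. A difference in the basal level was tested as an explanation, and 88.8% of the 98 genes (87) also differed between AngII libraries at 12 and 48 h when basal libraries were left aside. That count takes no account of direction, so it does not decide for each gene. For CYP11B2, mean TPM fell from 12 to 48 h with AngII, and by a larger factor in basal cells, from 1.15 to 0.115. Its larger change at 48 h therefore goes with the basal fall. Basal MC2R and NR5A1 also fell, from 2.98 to 2.65 and from 23.2 to 19.5, which would not make their changes smaller at 48 h. Regrouping AngII and basal libraries within times gave 16 splits that part all same-numbered pairs, and 1 of 16, the real one, gave as many genes. The 3 others that leave 12 h as it is gave 89, 84 and 70, and the 12 that regroup 12 h gave none. A design with 16 splits cannot give a share under 0.05 whatever the data, so this test does not decide on a grouping by chance. That the AngII response may pass between 12 and 48 h is a hypothesis, found and tested on the same libraries.

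For CYP11B2 with AngII at 48 h, reads shared with the near-identical CYP11B1 were a candidate explanation. CYP11B2 rose from 0.689 to 10.4% of the TPM of CYP11B1, a 15.0-fold rise of the ratio, so reads of CYP11B1 assigned in a fixed share do not account for it. With ACTH at 48 h, the ratio changed 0.271-fold, to 0.187%, so that rise cannot be told apart from reads shared between the copies.

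The paper does not report on the precursor transcripts in the index. In a fit of precursor reads over 13951 genes, ACTH changed 201 genes and AngII 22, of which 175 and 17 were also called on mature transcripts. Of the 64 splits within times that part all same-numbered pairs, 1 gave as many genes for ACTH and 1 for AngII, in both cases the real one, with 110 and 18 in the next. Splits that leave 2 of the 3 times as they are keep much of the signal. Over 2005 genes, precursor and mature changes with ACTH had r = 0.680 at 6 h, 0.806 at 12 h and 0.855 at 48 h, and over 278 genes with AngII 0.623, 0.747 and 0.404. Genes are not independent replicates. At 12 h with ACTH, the precursors of the genes named in the paper's results changed by a log2 fold change of 3.29 for NPC1, 5.21 for MC2R, 3.62 for MRAP, 4.38 for CYP11B1, 5.99 for CYP11B2, 2.46 for STAR and -5.27 for KCNJ5, and by 1.29 for NR5A1, which was not called (adjusted p = 0.0194). With AngII at 48 h, the CYP11B2 precursor changed by 0.27 (adjusted p = 1), against 4.67 for the mature transcripts. CYP11B1 and CYP11B2 are uncertain, as near-identical copies. Reads of mature transcripts assigned to the precursor were tested as an explanation. Genes with the least intron sequence had r = 0.780 and those with the most 0.852, a difference of -0.0723, which is not the direction that misassigned reads would give. The criteria set for this test did not provide for a higher r with more intron sequence, so the test does not decide. With ACTH at 6 h, the precursors of all 8 named genes changed more than their mature transcripts, for example 2.19 against 0.78 for STAR and 2.44 against 1.72 for MC2R, which a fixed share of mature reads would not give. At 12 h this was so for 5 of the 8 and at 48 h for NPC1 and KCNJ5. This was not tested across genes.

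The paper compares stimulated cells with basal cells of the same time and does not report on changes in basal cells. Basal cells at 48 h differed from those at 6 h in 1818 genes, with 908 higher and 910 lower, and in 1822 genes with the block. Among them CYP11B2 changed by a log2 fold change of -4.83, CYP11B1 by -2.62, MRAP by -1.90, KCNJ5 by -1.79, STAR by -1.58 and MC2R by -1.42. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes, the real one, and the next gave 0, but 4 splits cannot give a share under 0.05. Time in culture and the time of sampling cannot be told apart in this design. Of the 917 genes that ACTH raised at 48 h, 66.2% (607) were also raised against basal cells at 6 h, 211 (23.0%) had fallen in basal cells and 5 lay below their basal level at 6 h. The 66.2% lies between the shares set for the 2 outcomes of this test, so the test does not decide, and a fall called in basal cells covers the 23.0% alone. Against basal cells at 6 h, CYP11B2 at 48 h changed by -0.05 with ACTH (adjusted p = 0.878) and by -0.16 with AngII (0.607), while STAR changed by 3.00 and CYP11B1 by 4.03 with ACTH. Of the 27 genes that AngII raised at 48 h, 16 were also raised against basal cells at 6 h, 10 had fallen in basal cells and 6 lay below their basal level at 6 h.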

How the results depend on the processing

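The alternatives chosen only after the results were seen are the likelihood ratio test with replicate block, nuclear protein-coding genes only, the corrections for GC content and length, TPM rescaled to nuclear protein-coding genes and the paper's own list of forskolin genes. Of 2008 recomputed values, 211 for comparisons stayed as they were, 108 moved, 35 passed a threshold they had not passed and 3 reversed. For single genes, 1522 stayed as they were, 26 passed the threshold, 98 no longer passed it and 5 reversed. The cause was not tested for any of the changes below. The test of ACTH against AngII distances from basal kept its direction under every alternative run.

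With an adjusted p under 0.05, the number of genes was 5817 for ACTH (2356 in the reported fit), 1158 for AngII (318), 949 for both (259), 5334 for ACTH against AngII (1985), 4764 for basal 48 h against 6 h (1818), 92 for forskolin (14), 75 for the overlap of forskolin and ACTH (8) and 16 for the genes of Figure 1B induced by both ligands (8). With an absolute log2 fold change of at least 1 as well, the first 5 of these were 1107, 161, 127, 970 and 612, and 5 genes of Figure 1B were induced by both. With no length offset, they were 3654, 557, 465, 3219 and 3033, with 13 genes of Figure 1B.

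With DESeq2, AngII changed 607 genes, both ligands 494 and forskolin 131, the overlap of forskolin and ACTH was 88 and 14 genes of Figure 1B were induced by both. With the likelihood ratio test, these numbers were 568, 460, 103, 67 and 13, and with the replicate block added to it 581, 469, 331, 193 and 15. With no low-count filter, they were 794, 574, 187, 93 and 17. With only the groups compared in the fit, they were 27, 25, 0, 0 and 3, and 1970 genes had an unadjusted p under 0.05 for forskolin at 1 or more times. With mature plus precursor transcripts, forskolin changed 0 genes and the overlap with ACTH was 0, with 1287 genes at an unadjusted p under 0.05. With precursor reads added, the median log2 fold change of all tested genes with forskolin was -0.12 at 0.25 h, 0.05 at 0.5 h, 0.09 at 1 h, -0.29 at 2 h, -0.29 at 4 h, -0.34 at 8 h and -0.29 at 24 h, over 29497 genes. In the reported fit it was -0.02, 0.00, 0.00, -0.02, -0.03, -0.04 and -0.02. With upper quartile normalization, the overlap of forskolin and ACTH was 5. With DESeq2, AngII at 48 h raised 67 genes and lowered 28 (70.5% higher), against 27 and 5 (84.4%) in the reported fit.

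With the replicate block, forskolin changed 77 genes and shared 49 with ACTH, and with a correction for GC content and length and the block 79 and 53. The block lowered the common dispersion of the H295R fit to 29.1% of its value, in line with a difference between the replicate series. In the primary fit, the block left the dispersion at 96.2%, with 2334 genes for ACTH, 311 for AngII and 258 for both.

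The NES of the forskolin-activated genes was 1.57 with ACTH at 48 h, 1.02 with AngII at 12 h and 1.61 with AngII at 6 h, none of them past an adjusted p of 0.05. In the same order it was past that threshold at 2.35, 2.22 and 2.21 with DESeq2, 2.29, 2.20 and 2.20 with the likelihood ratio test, 2.42, 2.22 and 1.98 with the replicate block added to it, 2.30, 2.24 and 2.22 with the replicate block, 2.33, 2.20 and 2.14 with the correction for GC content and length and the block, 1.78, 1.89 and 2.00 with at least 10 reads in every library, and 1.94, 1.78 and 1.43 with the paper's own list. For ACTH at 48 h and AngII at 6 h it was past the threshold at 1.67 and 1.70 with ERCC spike-in normalization, 1.89 and 1.81 with the GC content and length correction, 1.79 and 1.90 with nuclear protein-coding genes only, and 1.62 and 1.56 with upper quartile normalization. With no low-count filter it was 1.93 with ACTH at 48 h and 1.63 with AngII at 12 h, with no length offset 1.69 with AngII at 6 h, and with genes ranked by the signed statistic 1.71 with AngII at 12 h and 1.98 with AngII at 6 h.

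In the reported fit, 1 test of a forskolin cluster in the 6 primary contrasts passed an adjusted p of 0.05. The number was 13 with DESeq2, 11 with the likelihood ratio test, 21 with the replicate block added to it, 9 with the replicate block, 5 with no low-count filter, 3 with no length offset, 3 with at least 10 reads in every library, 3 with nuclear protein-coding genes only, 3 with genes ranked by the signed statistic, 2 with the GC content and length correction, 13 with that correction and the block, 2 with 4 clusters and 21 with the paper's own list. With upper quartile normalization and with ERCC spike-in normalization no cluster held 5 genes, so 0 tests were made and 0 passed at an unadjusted p under 0.05.

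The correlation of ACTH and AngII changes at 12 and 48 h was 0.613 and 0.357. It was 0.571 and 0.309 as Spearman's rho, 0.505 and 0.301 over all tested genes, 0.562 and 0.275 on log2 CPM with different basal replicates for the 2 ligands (0.339 at 6 h) and 0.592 and 0.164 with one basal reference for all times (0.550 at 6 h). The correlation of precursor and mature changes at 12 h was 0.774 with ACTH and 0.772 with AngII as Spearman's rho, and 0.442 and 0.137 over all genes tested for both, and with at least 10 precursor reads in every library it was 0.718 with AngII. The replicate correlation was 0.979 in primary and 0.936 in H295R cells with log2(TPM + 0.1), and 0.941 in H295R cells as Spearman's rho.

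The log2 ratio of basal TPM in primary over H295R cells was 1.62 for STAR, 1.04 for MC2R and 0.25 for NR5A1. With TPM rescaled to nuclear protein-coding genes it reversed to -0.11, -0.67 and -1.59. The rescaling multiplies every gene of a library by the same factor, so the reversals are a common shift and not separate evidence on each gene. Rescaled STAR at 6 and 12 h and rescaled MC2R at 6 h were still higher in basal primary than in H295R cells. As a mean over all libraries of the cell type, the log2 ratio was 2.69, 3.72 and 1.05.

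Across the fits that each left out one replicate, the number of genes ran from 1022 to 1452 for ACTH, 89 to 139 for AngII, 71 to 117 for both, 908 to 1243 for ACTH against AngII, 602 to 962 for basal 48 h against 6 h and 3 to 7 for Figure 1B. The correlation of ACTH and AngII changes ran from 0.591 to 0.617 at 12 h and from 0.321 to 0.371 at 48 h. The NES of the forskolin-activated genes with AngII at 6 h ran from 1.41 to 1.74, and the number of forskolin clusters from 0 to 1, with 0 at an unadjusted p under 0.05 where it was 0. The log2 fold change with AngII ran from -0.00955 to 0.19 for NPC1 at 48 h, from -0.00354 to 0.37 for NPC1 at 6 h and from -0.12 to 0.0540 for STAR at 12 h. Of the 98 single genes that no longer passed the threshold, 27, 14 and 25 did so without replicate 1, 2 and 3, and 26 with only the groups compared.

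With 2 replicates per time and a common dispersion of 0.148, the H295R design called 31.0% of simulated genes changed at least 2-fold, which limits what a gene without a call shows. Those genes were not taken from the lowest counts, and the simulation had no difference between replicate series. The 31.0% is therefore not the share found in the real data. For comparison, the activated genes of the paper's own list reached a mean log2 fold change of 0.57 at 4 h of forskolin. The 2.41 to 12.9 reads of CYP11B2 in basal cells at 48 h limit its fold changes at that time.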

Differences from the paper's values

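No test was chosen for this part only after the result was seen, and alternatives chosen then are named where they appear. Here, within the paper's value means within a fixed tolerance for counts, and for other values either that tolerance or the spread of the libraries averaged, not equality.

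The paper reports 6170 genes changed by ACTH, and 2356 were found here. Of 15 alternatives set before the data were examined, which ran from 1022 to 5817, only an adjusted p under 0.05 (5817) came within the paper's value. For AngII, the paper reports 896 genes, against 318 here. DESeq2 (607), no filter on low counts (794) and an adjusted p under 0.05 (1158) came within it, and the other 12 of 15 alternatives set before the data were examined did not. For both ligands, the paper reports 797 genes, against 259, and no filter on low counts (574) and an adjusted p under 0.05 (949) came within it, while the other 13 of 15 did not. For ACTH alone, the paper reports 5373 genes, against 2097, and for either ligand 6269, against 2415. In both cases only an adjusted p under 0.05 came within the paper's value, with 4868 and 6026 genes. For AngII alone, the paper reports 99 genes, against 59. DESeq2, the likelihood ratio test and no length offset came within it and the other 12 of 15 did not, as did the likelihood ratio test with replicate block, which was chosen after seeing the values.

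The paper reports 1279 genes changed by forskolin, against 14 here, and none of the 13 alternatives set before the data were examined came within it, with a highest number of 187. The fit with the replicate block, which keeps a pairing by run, gave 77. The likelihood ratio test with replicate block, chosen after seeing the values, gave 331. The paper reports 816 genes shared by forskolin and ACTH, against 8, and none of the 16 alternatives set before the data were examined came within it, with a highest number of 93. With the replicate block, 49 genes were shared. For genes changed by ACTH in primary cells and not by forskolin in H295R cells, the paper reports 5353, against 2348. No length offset and an adjusted p under 0.05 (5742) came within it and the other 13 of 15 did not. Counts for ACTH and AngII cover 6, 12 and 48 h, and those for forskolin the 7 times after 0 h.

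The paper's average replicate correlation is 0.97, against 0.990 in primary cells, and none of the 3 alternatives set before the data were examined came within the paper's value, which ran from 0.979 to 0.993. For the correlation of ACTH and AngII changes at 6 h, the paper shows about 0.51 in Fig. 2D, read by eye, against 0.421. Mature plus precursor transcripts, leaving out replicate 2 or replicate 3, all tested genes, the log2 ratio of mean TPM + 1 and one basal reference came within it, and the other 4 of 10 alternatives set before the data were examined did not. At 48 h, the paper shows about 0.31 in Fig. 2D, read by eye, against 0.357. Leaving out replicate 1 or replicate 3, all tested genes, the log2 ratio of mean TPM + 1 and Spearman's rho came within it, and the other 5 of 10 did not.

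The paper gives STAR a 2-fold induction with AngII in primary cells, against 1.33-fold at 48 h. DESeq2, no filter on low counts, only the groups compared, upper quartile normalization, at least 10 reads in every library and leaving out replicate 1 or replicate 3 came within the tolerance, and the other 5 of 12 alternatives set before the data were examined did not. All 12 gave between 1.29-fold and 1.37-fold, so none reached 2-fold and the difference between them is small. Within the tolerance were also nuclear protein-coding genes only and the corrections for GC content and length with and without the block, all chosen after seeing the values. For CYP11B2, the paper gives at least 60-fold, against 27.4-fold with ACTH and 25.4-fold with AngII at 48 h. Only leaving out replicate 3 (51.3-fold and 48.9-fold) came within it, and the other 10 of 11 alternatives set before the data were examined did not. The paper names no time for these fold changes of STAR and CYP11B2. Its course also covers 3 and 24 h, and a larger change at those times would not be seen here.

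The paper gives a basal TPM of STAR in primary cells of 800, against 487. TPM rescaled to mature transcripts (498.5) did not come within it. The mean over all libraries (1286) did, though it is further from the paper's value, because its SD of 1545 includes the response to stimulation. TPM rescaled to nuclear protein-coding genes, chosen after seeing the values, gave 609, which came within it. For MC2R in primary cells, the paper gives 40, against 4.48, and the mean over all libraries (39.1) came within it, while TPM rescaled to mature transcripts did not. For MC2R in H295R cells, it gives 5, against 2.19, and neither of the 2 alternatives set before the data were examined came within it (2.23 and 2.96). For MRAP in primary cells, it gives 60, against 36.5. The mean over all libraries (94.9) came within it, again with an SD (105) that includes the response and a value further from the paper's, and TPM rescaled to mature transcripts did not, while TPM rescaled to nuclear protein-coding genes, chosen after seeing the values, did (45.7). For MRAP in H295R cells, it gives 2, against 0.387. Neither of the 2 alternatives set before the data were examined came within it, and TPM rescaled to nuclear protein-coding genes, chosen after seeing the values, did (2.03).

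The paper states that AngII induced CYP11B1 in primary cells, and here its adjusted p was 0.00645 at 12 h and 0.00677 at 48 h. DESeq2, the likelihood ratio test and no filter on low counts called it, as did the likelihood ratio test with replicate block, chosen after seeing the values. The paper states that AngII induced STAR in primary cells, and here its log2 fold change at 48 h was 0.41 with an adjusted p of 0.0108. DESeq2, no filter on low counts and the likelihood ratio test with replicate block, the last chosen after seeing the values, called it. The paper states that forskolin induced STAR in H295R cells, and here its adjusted p at 24 h was 0.101. DESeq2 (5.19e-07) called it, as did the likelihood ratio test with replicate block (2.46e-05), chosen after seeing the values, within a range of 5.19e-07 to 1. Fig. 5C, read by eye, marks CYP11B2 and KCNJ5 as changed in H295R cells with forskolin. Here the adjusted p of both at 24 h was 1, and no alternative called either gene. For KCNJ5, the paper's text differs from that mark and states that it was not differentially expressed in H295R cells. Fig. 5C does not mark CYP11B1 with forskolin, and its adjusted p here was 0.0363, while DESeq2, the likelihood ratio test and, chosen after seeing the values, the likelihood ratio test with replicate block called it. The paper states that genes repressed in H295R cells were also lower in primary cells. In the reported fit, 0 genes were called as lower with forskolin, with 2737 genes at an unadjusted p under 0.05 in either direction. At 8 h, the fit with replicate block called 6 as lower and DESeq2 20. The NES with ACTH at 6, 12 and 48 h was -1.69, -1.63 and -1.24 for the repressed genes of the block fit. For those of the paper's own list it was -1.28, -1.52 and -1.32. These have the direction the paper states. With AngII at 48 h both sets had a positive NES (1.24 and 1.31), neither past an adjusted p of 0.05 in the enrichment test (0.327 and 0.136). For activated genes, the paper sets forskolin beside ACTH and AngII beside AngII. The AngII values of forskolin genes are therefore no direct test of its statement. The paper states that matching times correlated best, and here ACTH at 6 h correlated with AngII at 12 h at 0.458, above 0.421 with AngII at 6 h. Only changes at matching times share basal libraries, so these values are not directly comparable.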

Other observations

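The tests of the difference between the H295R replicate series and of reads shared between CYP11B1 and CYP11B2 were chosen only after the results were seen.

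The number of genes changed by ACTH, by AngII and between the ligands was set against 64 splits of the libraries within times that part all same-numbered pairs. For each of the 3, 1 of 64 splits, the real one, gave as many genes. The next gave 1617 genes for ACTH, 262 for AngII and 1380 for ACTH against AngII, and the median of the other splits was 103, 0 and 78. Splits that leave 2 of the 3 times as they are keep much of the signal. For the 259 genes changed by both ligands, 1 of 64 splits gave as many whether ACTH or AngII libraries were regrouped, with 202 and 219 in the next. For the genes of Figure 1B induced by both ligands, 4 of the 64 splits gave as many as 8 when ACTH libraries were regrouped and 4 when AngII libraries were, a share above 0.05. In both cases these are the real grouping and the 3 splits that regroup 6 h alone, and no other split gave more than 5 genes, so the share is set by the design and the test does not decide on this count.

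A few genes taking most of the counts, and GC content or gene length, were tested as explanations of the counts of differentially expressed genes. With nuclear protein-coding genes only, ACTH changed 2279 genes, AngII 316 and forskolin 18. After a correction for GC content and length, these numbers were 2745, 378 and 14. Neither setting halved or doubled a count. These are totals, which do not show whether the same genes were called.

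The same basal libraries stand in both changes whose correlation was measured. In simulated data where neither ligand changed any gene at 48 h, this alone gave r = 0.496. That value comes from noise in the shared reference and does not measure what sharing adds where the ligands act. Over the genes changed by either ligand, r on log2 CPM was 0.436 at 6 h, 0.599 at 12 h and 0.342 at 48 h with the same basal libraries. With different basal libraries for the 2 ligands it was 0.339, 0.562 and 0.275, or 77.7, 93.8 and 80.5% of these values. Over all tested genes, r fell from 0.424 to 0.102 at 6 h, from 0.506 to 0.274 at 12 h and from 0.291 to 0.0859 at 48 h. Shared basal libraries are a candidate explanation of much of the correlation over all tested genes. Over the genes changed by either ligand, most of r was kept with different basal libraries. Those genes were called against the same basal libraries, and the split does not remove that selection. It therefore does not settle how much sharing adds there.

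Few genes were called for forskolin. A difference between the replicate series is a candidate explanation, since the replicate block lowered the common dispersion to 29.1% of its value and r was 0.446 between same-numbered libraries. The unequal depth of the replicates was tested as a source of this r by drawing replicate 1 down to replicate 2, and same-numbered libraries still correlated at 0.415, against 0.435 before, with 10 genes called and 65 with the block. Drawing down does not test whether the low depth of replicate 2 limits the number of calls. Precursor reads of genes without mature expression were used to test for genomic DNA. Relative to expressed genes, their median precursor TPM was 0.0173 in replicate 1 and 0.311 in replicate 2, a ratio of 17.9, and the ratio of means was 8.36. The higher precursor share of replicate 2 may therefore come from genomic DNA in its RNA, though other sources of unspliced reads were not tested. The paper reports DNase I digestion of this RNA. In replicate 2, the relative precursor TPM was 0.422 at 0 h, 0.477 at 0.5 h, 0.243 at 2 h and 0.110 at 24 h. Its precursor share of reads was 57.0% at 0 h and 29.0% at 24 h. Forskolin contrasts with 0 h can carry this change, which a block for a fixed difference does not remove. That H295R cells did not respond was also tested. Over the 2099 genes changed by ACTH and tested in both, forskolin changes at 24 h and ACTH changes at 12 h had r = 0.3102, above 99.98% of 10000 expression-matched gene sets, whose median was 0.162. By time after forskolin, r was 0.0268, 0.0497, 0.105, 0.277, 0.341, 0.369 and 0.3102. Genes are not independent replicates.

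The cell division list of 16 genes had a median log2 fold change of -0.76 in basal cells at 48 h against 6 h, with 11 called as lower, and of -0.51 with ACTH at 48 h, with 4 called as lower. The list of 14 interferon-stimulated genes had a median of -0.31 with AngII at 6 h and at 12 h, and with ACTH at 6 h 3 of them were called as lower, with IFIT2 the most changed (-2.43). The list of 20 cholesterol synthesis enzymes had a median of 0.30 at 8 h and 0.28 at 24 h of forskolin, above 99.93 and 99.95% of random lists, with 0 genes called.

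Small RNA genes held 60.1 to 72.4% of the deposited TPM in H295R libraries, and nuclear protein-coding genes 19.1 to 29.2%, against 62.4 to 85.1% in primary libraries. With ACTH at 6 h, 5.8S ribosomal RNA held up to 15.7% of TPM in a library and 0.588% in another of the same condition. AngII and forskolin shared 2 of 14 genes, against 0.280 by chance (one-sided Fisher's exact test, p = 0.0310).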
